# Reprogramming of the estrogen responsive transcriptome contributes to tamoxifen-dependent protection against tumorigenesis in the p53 null mammary epithelial cells

**DOI:** 10.1371/journal.pone.0194913

**Published:** 2018-03-28

**Authors:** Murugesan Palaniappan, David Edwards, Chad J. Creighton, Daniel Medina, Orla M. Conneely

## Abstract

The tumor suppressor gene p53 is frequently mutated in human breast cancer and is a marker for poor prognosis and resistance to chemotherapy. Transplantation of p53 null mouse mammary epithelium into syngeneic wild-type mice leads to normal mammary gland development followed by spontaneous mammary tumors that recapitulate many of the phenotypic, molecular and genetic features of human breast cancer. Transient exposure of p53 null mice to the anti-estrogen, tamoxifen leads to sustained and robust protection against tumor development. However the mechanism underlying this anti-tumor activity remains poorly understood. Here we demonstrate that transient exposure to tamoxifen leads to a reduction in mammary ductal side-branching and epithelial cell proliferation after tamoxifen withdrawal. Global gene expression analysis showed that transient tamoxifen exposure leads to persistent changes in the expression of a subset of estrogen regulated gene signatures in mammary epithelial cells (MECs). Among these was the protein tyrosine phosphatase, non-receptor type 5 (*Ptpn5*). We show that *Ptpn5* is a novel tamoxifen regulated target gene which is upregulated in MECs after transient tamoxifen exposure and displays tumor suppressor activity in human breast cancer cells. Further, PTPN5 expression is strongly associated with good clinical outcome in tamoxifen treated human breast cancer patients suggesting that PTPN5 may represent a novel biomarker of tamoxifen response in human breast cancer.

## Introduction

Breast cancer (BC) comprises a heterogeneous group of diseases that can be discriminated at the molecular level into approximately six distinguishable subtypes based on genome-wide transcription profiling [1–3]. Estrogen receptor α (ERα) and progesterone receptors (PRs) play a central role in regulating both postnatal development of the mammary gland and breast cancer by promoting proliferation of mammary epithelial and breast cancer stem/progenitor cells [4–7]. The majority (~75%) of breast cancers are ERα positive, hormone-dependent for growth and responsive to endocrine therapy [8]. Endocrine therapy using aromatase inhibitors (AIs) to block estrogen production or antiestrogen selective estrogen receptor modulators (SERMS) remain the most widely used and most effective treatment for breast cancers in women who have tumors positive for ERα [9]. Further, both SERMS and AIs have been shown to confer substantial protection (>50%) against ER+ breast cancer development leading to FDA approval of tamoxifen and raloxifene to reduce BC risk in women at high risk of BC development [10–13].

The tumor suppressor gene p53 is one of the most frequently mutated genes in breast cancers occurring at a frequency of >25% in luminal and >80% in triple negative BCs [3] and *p53* mutations have been associated with poor prognosis and resistance to chemotherapy [14, 15]. While the vast majority (~75%) of p53 mutations are associated with loss of p53 function, a subset of mutations also lead to aberrant gain of oncogenic functions [16–19]. The loss or mutation of p53 in mice leads to enhanced tumorigenic potential by promoting cell proliferation and genomic instability [20–23]. p53 null mice die at 4 to 5 months of age due to lymphosarcomas but do not develop mammary tumors at an appreciable level [22, 23]. To directly address the consequences of p53 loss on mammary tumorigenesis, a p53 null mammary epithelium transplantation model has been developed. Transplantation of p53 null mammary epithelium into cleared fat pads of wild-type (WT) mice leads to normal mammary gland development followed by development of spontaneous mammary tumors that recapitulate many of the phenotypic, molecular and genetic features of human breast cancer [24–26]. The normal p53 null mammary epithelium is ERα positive and responsive to ovarian steroid hormones that contribute to growth, functional differentiation and tumorigenesis [20]. Furthermore, gene expression profiling for classification indicates that, like human tumors, p53 null mouse mammary tumors fall into multiple molecular groups, including luminal, basal-like and claudin-low subtypes [25–27]. Blockade of estrogen signaling by ovariectomy or antiestrogen treatment strongly reduces mammary tumorigenesis in p53 null mammary epithelium indicating that ovarian steroid hormones are required for tumorigenesis in p53 null mammary cells [28]. Indeed, short term exposure to tamoxifen in the p53 null model confers robust (>90%) and sustained protection against mammary tumorigenesis [28]. However, the cellular and molecular events associated with tamoxifen-induced protection against mammary tumorigenesis in the p53 null model remain poorly understood.

In the present study, we used genome-wide transcription profiling to determine whether persistent global changes in the ERα responsive transcriptome contribute to the tumor protective effects observed after transient exposure of p53 null mammary glands to tamoxifen. We disclose the intrinsic changes in the ERα responsive genes that are associated with tamoxifen-dependent tumor protection and we address the functional contribution of a novel tamoxifen regulated target gene, the protein tyrosine phosphatase, PTPN5 to tumor suppression in a xenograft model of p53 mutant human BC.

## Materials and methods

### Mice

All donor and recipient mice were bred and maintained at Baylor College of Medicine. The donor mice were Balb/c p53-null, and the recipient mice were Balb/c p53 WT. All mice were maintained in a conventional mouse facility with room temperature set at 22°C with food and water provided *ad libitum*. The animal facility is accredited by the American Association of Laboratory Animal Care and all the animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) at Baylor College of Medicine.

#### Transplantation

The basic transplantation protocol was previously described by Jerry and colleagues [24]. Briefly, the inguinal (#4) mammary fat pads of three week old Balb/c WT mice were cleared. Five weeks after fat pad clearance, 1-mm^2^ fragments of mammary duct from 8 week old female p53-null mice were transplanted into both cleared inguinal mammary fat pads. The transplanted cells take 8 weeks to completely fill the fat pad, at which point the cells assume a steady-state level of proliferation. Thus, tamoxifen treatment was started at 16 week old hosts’ age to avoid any effects of the agents on the ability of the cells to grow and fill the fat pad. At 16 weeks of host age, mice received a 5mg tamoxifen (TAM) pellet or sham (control) pellet (Innovative Research of America, Sarasota, FL) subcutaneously (SC) on the back. The pellets remained in place for 13 weeks before removal. At 4 weeks or 8 weeks after cessation of tamoxifen, all mice were injected with 17β-Estradiol (100μg SC). After 8h of 17β-Estradiol (E_2_) treatment, all mice were sacrificed and #4 mammary gland transplants were collected. Schematic diagram of the p53 null transplantation was shown in S1A Fig. Mammary epithelial cells (MECs) were isolated by collagenase digestion as described previously [26].

#### Total RNA isolation

For microarray and quantitative Real-Time PCR (qPCR), total MEC RNA or total mammary gland RNA was isolated from #4 glands (lymph nodes removed) using the RNeasy Lipid Tissue Midi Kit according to the manufacturer’s instructions (QIAGEN, Inc., Valencia, CA).

#### Affymetrix microarray analysis

Microarray analysis was performed on MEC total RNA obtained from sham and tamoxifen treated groups by using Affymetrix Gene Chip Mouse Gene 1.0 ST array (Affymetrix Inc. Santa Clara, CA). Microarray was carried out as previously described [29]. To ensure statistical significance, samples from sham and tamoxifen treated groups were tested in triplicate. For the microarray data analysis, the estimated False Discovery Rate (FDR) for the top set of array probes with nominal p<0.01 and fold change>1.4 was <5% (By using the method of Storey and Tibshirani [30] on the full set of probes with fold change>1.4). The microarray raw data are deposited into GEO (accession number GSE77948).

#### Quantitative Real-Time PCR

The microarray results were validated by qPCR and performed as previously described [29]. TaqMan Primer probes were purchased from Applied Biosystems (Foster City, CA) and are as follows: *Ptpn5 (Mm00479063_m1)*, *Accn1 (Mm00475691_m1)*, *Fgf12 (Mm00679872_m1)*, *Krt4 (Mm01296260_m1)*, *Areg (Mm00437583_m1)*, *Nrxn3 (Mm04279482_m1) and Ppid (Mm00835365_g1)*. All experiments were performed in triplicate using three independent cDNA sets per treatment and normalized to cyclophilin D (*Ppid*).

#### Western blot analysis

Western blot analyses were performed as previously described [31]. Primary antibodies included PCNA (Cell Signaling #2586, 1:1000), Ki67 (Santa Cruz, sc-7846, 1:1000), cyclin D1 (Thermo Scientific, RB-212-P, 1:2000), actin (Santa Cruz, sc-1615, 1:5000), PTPN5 (Thermo Scientific, PA5-15531, 1:2000), Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (Cell Signaling #9101, 1:2000) and total MAPK (Cell Signaling #4695, 1:2000).

#### Mammary gland whole mount

Whole-mount staining of mammary tissue was performed as previously described [32].

#### Immunohistochemistry analysis

Immunohistochemistry analysis and quantitation were performed as previously described [29]. Primary antibodies included Ki67 (Abcam, ab15580, 1:5000), cyclin D1 (Thermo Scientific, RB-9041-P, 1:200), progesterone receptor (PR) (A0098, 1:50; DAKO) and ERα (Santa Cruz, sc-542, 1:50). The secondary antibody was goat anti-mouse biotinylated (Jackson ImmunoResearch, 115-065-146, 1:400).

#### Validation of Ptpn5 ERα binding sites by ChIP-qPCR

WT mice (10 weeks old) were ovariectomized and rested for 10 days. Mice were injected SC with sesame oil (50μl) or E_2_ (100ng) for 8h and then mice were sacrificed and both #4 mammary glands (lymph nodes removed) were harvested from each mouse. Mammary gland chromatin was prepared using ChIP-IT High Sensitivity Kit (Active Motif, Carlsbad, CA) according to the manufacturer’s instructions. ERα ChIP enrichment was verified by qPCR using SYBR Green Master Mix. *Ptpn5* primer corresponding to the region identified by ERα ChIP-seq was generated. Primer sequences are as follows: *mPtpn5* +24670 Forward- GGCCGTGTCATCCCACTCT and *mPtpn5* +24670 Reverse GCCAGGCTGGGTGACTCA. The enrichment of ERα binding found in each sample was normalized to input values.

### Cell culture

MCF7 parental cells were cultured in RPMI supplemented with 10% of FCS and 1% penicillin/streptomycin. The MCF7 tamoxifen resistance cell line was established from a long-time treatment of 100nM 4-hydroxytamoxifen (4-OHT) (Sigma) until cell growth resumed. Tamoxifen resistant cells were cultured in phenol red-free medium containing 10% charcoal-dextran-stripped FCS, 100nM 4-OHT and 1% penicillin/streptomycin. The tamoxifen resistance cell line was authenticated once resistance was established, and mycoplasma contamination testing was performed once every 6 months. MDA-MB-231 human breast cancer cells were cultured in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin. MDA-MB-231 stable cell line expressing PTPN5 cDNAs were generated by lentiviral transduction in the presence of 8 μg/mL polybrene followed by selection with appropriate antibiotic resistance markers. All cell lines were incubated at 37°C and 5% CO_2_.

### Plasmid construction

For transient overexpression experiments, the PTPN5-coding sequence was PCR amplified with the addition of restriction sites Xmal and Not1 and cloned into pcDNA3.1 vector (Invitrogen, Grand Island, NY, USA). The PTPN5 construct was sequence verified prior to transient overexpression experiments. For stable expression of PTPN5 experiments, pInducer 21 lentiviral vector was kindly provided by Dr. Thomas Westbrook [33]. The PTPN5-coding sequence was PCR amplified and cloned with Gateway cloning as described previously [33]. All plasmids were sequence-verified prior to lentiviral production. For lentiviral production and titering, pInducer 21 lentiviral vector was co-transfected with packaging vectors into 293-T cells using Fugene 6. Viral supernatant was collected at 48 and 72 h post-transfection, pooled and filtered through 0.45 μM filters to remove cellular debris. Filtered viral supernatant was concentrated using the Beckman Coulter Optima ultracentrifuge (SW32Ti rotor) at 25,000 rpm for 1h and 45 min. Ultracentrifuged virus was resuspended in DMEM. MDA-MB-231 cells were transduced with lentivirus and selected with neomycin. After neomycin selection, cells were aliquoted and frozen for experiments.

### Cell growth assay

MDA-MB-231 were engineered with doxycycline (Dox)-inducible PTPN5 cDNA and plated at 10,000 cells/well in 12-well plates. Cells were treated with or without Dox for 0, 3, 5 and 7 days. The medium and Dox were replenished every 2 days. Cells were washed with Hanks' buffered salt solution (Invitrogen), lifted from plates with 0.25% EDTA Trypsin (Invitrogen), placed in Isoton II Diluent (Beckman) with 3 drops of Zapoglobin II Lytic reagent (Beckman), and counted using a Coulter particle counter Z1 (Beckman).

### *In vivo* MDA-MB-231 breast cancer xenograft study

Orthotopic tumorigenicity assays were performed as previously described [34]. Briefly, MDA-MB-231 cells (containing inducible stable expression of PTPN5) were harvested by trypsinization, washed twice in PBS and counted. Cells were then resuspended in PBS. Athymic Nude mice (6 weeks old) were anesthetized, a small incision was made to reveal the mammary gland and 1X10^6^ cells were injected directly into the mammary fat pad (#4 mammary gland right side only). The incision was closed with wound clips and mice received drinking water with or without Dox. Primary tumor outgrowth was monitored weekly by taking measurements of the tumor length (*L*) and width (*W*).

### Bioinformatics

Enriched gene ontology (GO) terms were identified using the DAVID Functional Annotation Tool (http://david.abcc.ncifcrf.gov/summary.jsp) [35]. The online database was employed to determine the relevance of PTPN5 mRNA expression to the overall survival [36].

### Statistical analysis

Data are presented as mean±SEM. The significance of the differences between groups was determined by Student's *t*-test and one-way ANOVA followed by the Tukey multiple comparison tests using Prism software (GraphPad Prism, version 5, GraphPad Inc., San Diego, CA). Values were considered statistically significant at *P* < 0.05.

## Results

### Transient exposure to tamoxifen reduces mammary ductal side-branching and decreases MEC proliferation

To examine the consequences of transient exposure to tamoxifen on p53 null mammary gland development, we transplanted p53 null mammary epithelium from 8 week old p53 null Balb/c mice into the cleared fat pad of syngeneic WT Balb/c mice. Eight weeks after transplantation, mice received a tamoxifen pellet (5mg) or sham pellet subcutaneously (SC) that was removed after 13 weeks. Four weeks after tamoxifen withdrawal, transplanted p53 null mammary glands were collected for whole-mount analysis. At this stage, tamoxifen has been cleared from the system and we confirmed normal estrus cycling of mice by vaginal smears. As shown in Fig 1A and S1B Fig, sham treated mice contained fad pads completely filled by the mammary tree with extensive side-branching. However, in the mammary gland of tamoxifen treated mice, the mammary tree still filled the entire fat pad but dramatically reduced side-branching was observed, indicating that transient exposure to tamoxifen leads to a persistent reduction in mammary ductal side-branching in the p53 null mammary gland.

**Fig 1:**
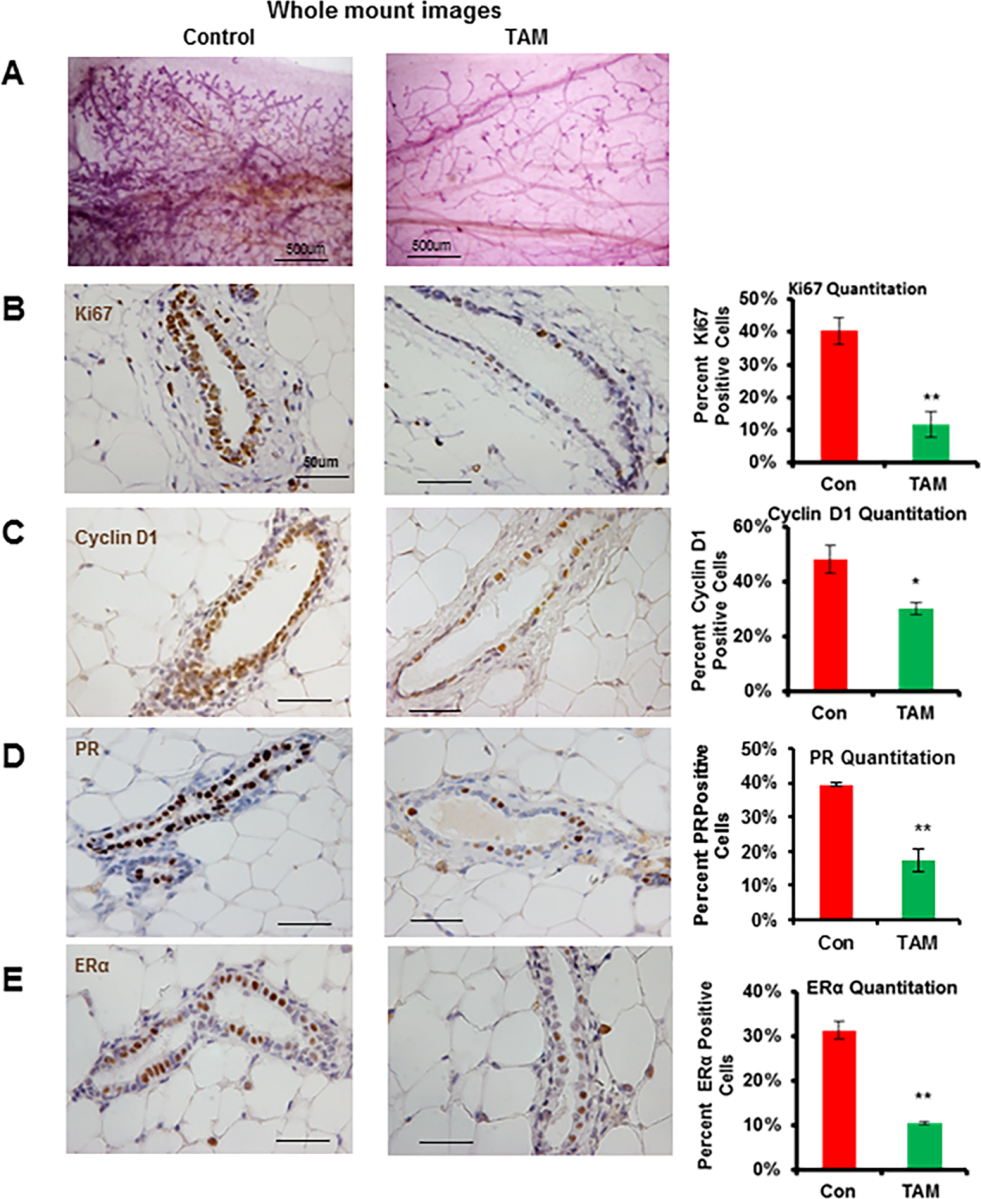
Transient exposure to tamoxifen inhibits mammary ductal side-branching, proliferation, PR and ERα in the p53 null mammary gland. (A) Mammary epithelium from p53 null mice was transplanted into the cleared fat pad of syngeneic WT Balb/c mice. At 8 weeks after transplantation, mice received a tamoxifen (TAM) (5mg) or sham (control) pellet (SC) for 13 weeks. Four weeks after tamoxifen removal, all mice were treated with E_2_ (100ug) for 8 h and whole-mount images of carmine-stained p53 null mammary glands. Scale bars correspond to 500μm. A total of 6 mice per treatment group were used. (B-E) Representative immunohistochemical staining for Ki67, cyclin D1, PR and ERα on paraffin-embedded p53 null transplanted mammary gland sections from sham and tamoxifen treated mice. Scale bars correspond to 50 μm. A total of 5 mice were used per treatment group. Graphs representing the ratio of Ki67, cyclin D1, PR and ERα positive cells in p53 null mammary epithelium. Data are mean ± SEM of 5 mice. *, *P* < 0.05; **, *P* < 0.01.

To address the cellular mechanisms associated with the observed decrease in mammary ductal side-branching, we asked whether transient exposure to tamoxifen reduced MEC proliferation. To test this, we examined the pattern of Ki67 and cyclin D1 expression in transplanted p53 null mammary glands by immunohistochemical staining. The ductal epithelium of mice exposed to transient tamoxifen treatment displayed a significant reduction in the frequency of Ki67 and cyclin D1 positive MECs relative to sham exposed mice (Fig 1B and 1C). Furthermore, Western blot analysis of the expression of proliferative markers such as PCNA, Ki67 and cyclin D1 in MECs obtained at 8 weeks after tamoxifen withdrawal revealed that the decrease in proliferation was sustained long term (S2 Fig), indicating that transient exposure to tamoxifen leads to a persistent reduction in MEC proliferation after withdrawal of tamoxifen. The ovarian hormones, estrogen and progesterone act as master regulators of mammary gland development. Specifically, estrogen triggers ductal elongation during puberty whereas progesterone involved in mammary gland side-branching [37–39]. Analysis of the consequences of tamoxifen exposure on PR and ERα expression by immunohistochemistry showed that the frequency of MECs expressing both receptors decreased after tamoxifen exposure (Fig 1D and 1E) and may contribute to the suppression of mammary ductal side-branching and proliferation.

### Transient exposure to tamoxifen leads to changes in estrogen responsive gene signatures in MECs

To determine whether the morphological changes observed in the mammary epithelium after tamoxifen exposure are reflected in changes in intrinsic estrogen responsive gene signatures in p53 null MECs, we next performed global gene expression analysis by microarray profiling of MECs isolated from control and tamoxifen exposed mice 4 weeks after tamoxifen withdrawal and treated with E_2_ for 8h. 

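MECs from p53 null mammary outgrowths were profiled in 3 pools from sham treated (control) mice and 3 pools from mice given a tamoxifen pellet. The outgrowths came from fragments of p53 null mammary duct placed in the cleared fat pads of wild-type Balb/c hosts, and the MECs were released from the collected glands by collagenase. A 5 mg pellet of tamoxifen, a selective estrogen receptor modulator, was left in place for 13 weeks, and glands were taken 4 weeks after its removal. Every mouse, control mice included, had received 100 ug of estradiol (E2) 8 h before collection, so the comparison is between E2 treated MECs with and without past tamoxifen. The paper gives a host age of 16 weeks at pellet implantation and 5 mice per pool, whereas the sample labels give 8 weeks and 3 to 5 mice. RNA of each pool was hybridised to its own Affymetrix mouse array. The deposited table holds 1 linear intensity for each of 22369 probesets and each array, and the submitters' processing notes name MAS5 and mm9 without a role for either. Mean intensity per array was 395.1 to 403.4, and the medians were 136.3, 133.3 and 132.8 in the control pools and 134.8, 129.5 and 131.7 in the tamoxifen pools. The intensities equalled the values printed in S1 Table within 0.01% in 1530 of 1530 comparisons. They were converted to log2 and tested with limma, which fits each probeset and steadies its variance with the variance of all others, and p-values were adjusted by the method of Benjamini and Hochberg over all probesets. The log2 scale was left as deposited between arrays, and no probeset was removed for low intensity. A gene symbol was taken only from the 18286 probesets that the annotation pairs with 1 gene, and from S1 Table for 14 others. Genes are said to have risen, fallen or changed only at an adjusted p under 0.05 by limma. The number of arrays limits the precision, and with 3 pools against 3 an exact permutation test of a single gene cannot give a p under 0.1.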

We identified 245 differentially regulated genes (*P*<0.01 and FC>1.4). Of these, 177 genes (72%) were persistently upregulated and 68 genes (28%) were persistently downregulated after transient exposure to tamoxifen (Fig 2A and S1 Table). 

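Among the transcripts of p53 null MECs that passed the paper's or the adjusted threshold after transient exposure to tamoxifen, more were higher than lower, and the numbers were closer at a looser threshold. At an unadjusted p under 0.05 with no FC threshold, 1465 probesets were higher and 1312 lower, and more were lower without tamoxifen 1 (1111 and 1284) and among probesets above the median intensity (1143 and 1153). At the paper's thresholds, 469 probesets passed by limma, 308 of them higher and 161 lower in the tamoxifen pools, and these stand for 422 named genes. By the methods' t-test 255 probesets of 245 genes passed, and all 255 were among the 469. At an adjusted p under 0.05, 63 probesets rose and 24 fell by limma, and all 87 are in S1 Table. The smallest adjusted p-values belonged to Nmu, which encodes the neuropeptide neuromedin U (3.98e-05), and Pcp4, which encodes a calmodulin regulator (9.27e-05). Of the probesets that passed, 37 rose and 10 fell by more than 2-fold. The false discovery rate estimated by the method of Storey and Tibshirani was 0.0391% for the t-test selection when it was computed over the 995 probesets with FC above 1.4, and 23.3% when it was computed over all probesets. The estimated share of unchanged probesets was 0.01005 in the first case and 0.816 in the second. The FC filter uses the same arrays and removes most unchanged probesets, so the lower figure cannot be read as the false discovery rate of the selection. The higher figure is the largest estimate among the selected probesets. It applies to all probesets with a p as small, whatever their FC, and is not the rate of the selection either. Over all probesets, 13 of the 255 selected had an estimate under 0.05. By the methods' t-test, 15 probesets were higher and 2 lower at an adjusted p under 0.05. With any 1 array left out, limma called 18 to 27 higher and 2 to 6 lower. With control 1 and tamoxifen 2 both left out, an alternative chosen after the data were seen, it called 4 higher and 0 lower, beside 1919 higher and 1228 lower at an unadjusted p under 0.05.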

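The most induced transcript in p53 null MECs after transient exposure to tamoxifen was Nmu (chromosome 5, band C3.3). Its intensity was 87.1 ± 14.8 (SD, n = 3 pools) in controls and 7577 ± 458 (SD, n = 3) after tamoxifen, an FC of 87.6. Krt4, a keratin of stratified epithelia, rose 12.9-fold, from 63.2 ± 12.8 to 806 ± 102 (log2 fold change 3.69, SE 0.18, adjusted p = 0.00139 from limma). Pcp4 rose from 99.6 ± 3.38 to 813 ± 53.3, a log2 fold change of 3.03 with an SE of 0.08. Fgf12, an intracellular member of the fibroblast growth factor family, rose 3.50-fold, from 54.3 ± 4.93 to 190 ± 6.76. The probeset that S1 Table lists as Accn1, an acid-sensing ion channel gene, is assigned to several genes by the annotation used here. It rose from 41.6 ± 2.53 to 434 ± 62.7, an FC of 10.4 (adjusted p = 0.000533 from limma), or 6.29 with an offset of 32 on the intensities.
The other large increases were in Obp2a, an odorant-binding lipocalin gene, with an FC of 16.5, Ppp2r2c, a regulatory subunit of protein phosphatase 2A, with 3.93, Fam183b with 3.88, Padi2, a peptidylarginine deiminase, with 3.46, Gm20781 with 3.37 and Sytl5, a synaptotagmin-like gene, with 3.34. Gm20781 was dim, at 7.27 in controls and 23.9 after tamoxifen. With the same offset the FC was 7.39 in Obp2a and 1.43 in Gm20781. A further probeset of Sytl5 had a log2 fold change of 1.43 and did not pass (adjusted p = 0.0865 from limma).
Among the transcripts that fell, Areg, which encodes the epidermal growth factor receptor ligand amphiregulin, fell the most, to 3.99-fold below control. Other genes that fell were Slc35f3, a nucleotide sugar transporter family member, with a log2 fold change of -1.21, Hc, complement component C5, with -1.20 and Gm4840 with -1.19, which was -0.46 with the offset. Aqp5, a water channel of secretory epithelia, had -1.21, Cxcl15, a chemokine of mucosal epithelia, -1.18, Ccbe1, a lymphatic growth factor cofactor gene, -1.0, S100a14 -0.94 and Chil1, a chitinase-like protein gene, -0.89. Nmu, Pcp4, Ppp2r2c, Fgf12 and the Accn1 probeset passed in every alternative set beforehand that was run on them, and each other gene named so far lost its call in at least 1, with an adjusted p of up to 0.214 in Cxcl15. Nrxn3, a neurexin gene, was lower by the paper's thresholds but did not pass the adjusted threshold, with a log2 fold change of -1.92 (SE 0.30) and an adjusted p of 0.0799 from limma that ranged from 0.0125 to 0.268 over the alternatives. Of the genes past the paper's thresholds by limma, 277 (65.6%) were higher and 145 (34.4%) lower, and by the methods' t-test 177 (72.2%) and 68 (27.8%).

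**Figure D1:**
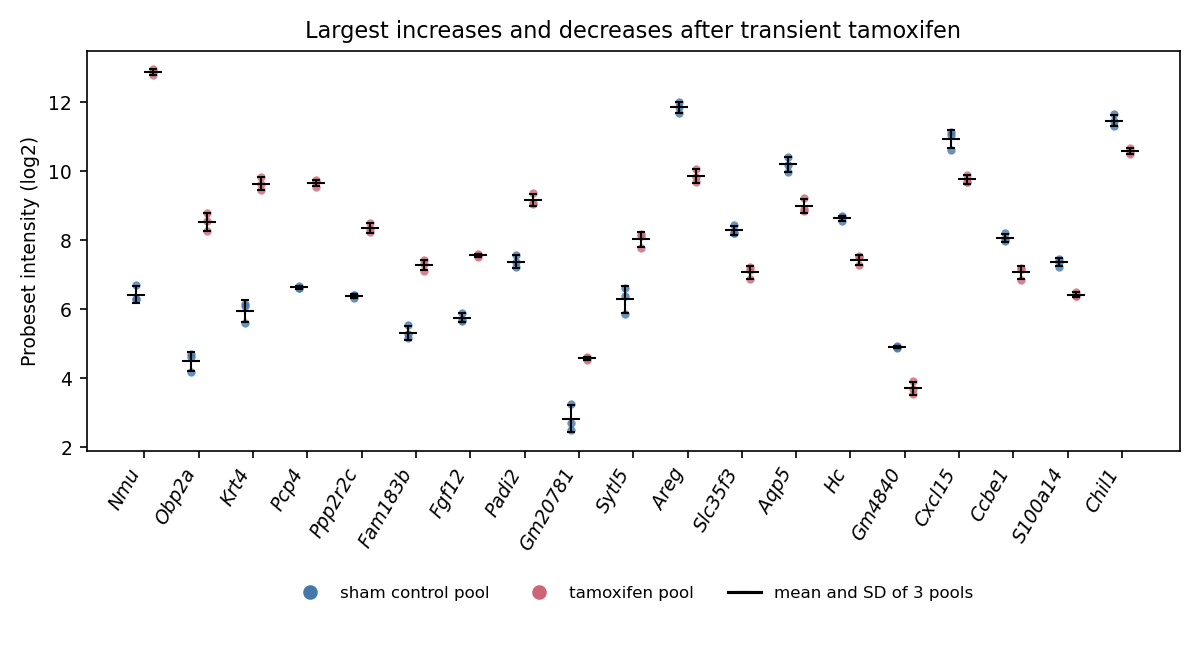
Log2 probeset intensity (vertical axis) of the 10 genes with the largest increases and 9 of the 10 with the largest decreases past the adjusted threshold, with a point for each control (blue) and tamoxifen (red) pool and bars at the mean and SD of 3 pools. The genes were chosen among those whose groups do not overlap, and they run from an FC of 87.6 in Nmu to a log2 fold change of -0.89 in Chil1.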

To identify the biological function of the differentially regulated genes, we used DAVID functional annotation analysis. Interrogation of the 177 genes induced by transient exposure to tamoxifen identified a significant enrichment for GO terms associated with inflammatory response, response to wounding, regulation of phosphorylation, regulation of MAP kinase activity and regulation of cell proliferation. 

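Genes of the inflammatory response were shifted upward as a group in p53 null MECs after transient exposure to tamoxifen. Of 31 measured members of a fixed list of cytokines, chemokines and their regulators, 27 had a positive log2 fold change. The median was 0.44 (95% bootstrap interval, drawn over genes, 0.29 to 0.54). No member passed alone, with 0 rises and 0 falls by limma and by the methods' t-test at an adjusted p under 0.05, while 19 were higher and 1 lower at an unadjusted p under 0.05. Adjusted over the list alone, 18 were higher and 1 lower. Tnf, a central inflammatory cytokine, had a log2 fold change of 0.53 (adjusted p = 0.061 from limma), the chemokine gene Ccl3 0.57 (adjusted p = 0.0739), C5ar1, a complement receptor gene, 0.76 (adjusted p = 0.0779), and Vcam1, an adhesion molecule of inflamed vessels, 0.54 (adjusted p = 0.0793). The list was higher than the other genes by camera, limma's set test (adjusted p = 1.81e-13), and adjusted p = 0.212 with an estimated correlation. The lists are not the GO terms, whose annotation was not used here, and were written with S1 Table in view, so the 10 members that S1 Table holds are not independent evidence. The 21 members outside S1 Table had a median of 0.29, above the range of -0.08 to 0.07 of 95% of random gene lists of like intensity.
Markers of mast cells, which store inflammatory mediators, were higher as a list in the same pools, with a median of 0.44 over 10 measured genes (camera adjusted p = 1.48e-07, adjusted p = 0.129 with an estimated correlation). By limma 0 of them rose and 0 fell, 7 were higher and 0 lower both at an unadjusted p under 0.05 and adjusted over the list alone, and 1 is in S1 Table. Fcer1a, a chain of the IgE receptor, had a log2 fold change of 0.47 (adjusted p = 0.093 from limma) and Mrgprb2, a mast cell receptor, 0.50 (adjusted p = 0.102), and as both are dim, at 21.9 and 31.2 in controls, these were 0.21 and 0.27 with an offset of 32. Macrophage markers had a median of 0.04 over 12 genes (camera up, adjusted p = 0.35), but single arrays decided both call and sign, with adjusted p = 0.0047 upward and a median of 0.18 without tamoxifen 3 and a median of -0.08 without tamoxifen 2, where camera's direction turned. Neutrophil and eosinophil markers had a median of -0.02 over 13 genes, where camera's direction was up (adjusted p = 0.691). Neither the macrophage nor the neutrophil list had a member past limma's or the t-test's adjusted threshold, at an unadjusted p under 0.05 or adjusted over the list alone (0 genes in each case), and 0 members of either are in S1 Table.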

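Of the regulators of MAP kinase activity, a few members were higher and most were near control. Of 36 measured genes of a fixed list, Ptpn5 and Rgs4 rose and 0 fell, and adjusted over the list alone 6 were higher and 0 lower. Rgs4, a regulator of G protein signaling, rose from 437 ± 71.8 to 892 ± 38.5 (SD, n = 3 pools), an FC of 2.06 with a log2 SE of 0.13 (adjusted p = 0.0451 from limma, range 0.00978 to 0.214 over the alternatives). Dusp15, a dual specificity phosphatase gene, had a log2 fold change of 0.89 (adjusted p = 0.0906), or 0.58 with an offset of 32, Gadd45a, a stress-induced activator of MAP kinase cascades, 0.73 (adjusted p = 0.117), and the growth factor receptor gene Fgfr3 0.64 (adjusted p = 0.107). The median of the list was -0.01 and its mean 0.12, and camera's direction was up without passing (adjusted p = 0.0509, range 0.0215 to 0.295 with 1 array left out, and adjusted p = 0.397 with an estimated correlation). S1 Table holds 5 of these members, which are not independent evidence.
Genes of the wound response went both ways. Of 28 measured members 0 rose and 0 fell by limma or by the methods' t-test, 8 were higher and 3 lower at an unadjusted p under 0.05, and 5 were higher and 2 lower adjusted over the list alone, with 3 members in S1 Table. Mmp13, a collagenase gene, had a log2 fold change of 1.56 (adjusted p = 0.0536 from limma) and Thbd, the anticoagulant receptor thrombomodulin, 0.71 (adjusted p = 0.12), whereas Fgb, a fibrinogen chain, had -1.39 (adjusted p = 0.102) and Fn1, fibronectin, -0.38 (adjusted p = 0.192). Their median was 0.08 with camera's direction up (adjusted p = 0.0158, adjusted p = 0.397 with an estimated correlation, and 0.181 without tamoxifen 2).
Cell cycle genes lay below control in 25 of 26 measured members of the proliferation list, with a median log2 fold change of -0.61 (95% bootstrap interval -0.89 to -0.42). By limma 0 rose and 0 fell, likewise by the methods' t-test and adjusted over the list alone, and 0 were higher and 15 lower at an unadjusted p under 0.05, with 0 members in S1 Table. Nusap1, a spindle protein gene, had a log2 fold change of -1.01 (adjusted p = 0.246), Ccnb2, a mitotic cyclin, -1.18 (adjusted p = 0.25), Ube2c, a ubiquitin-conjugating enzyme of mitosis, -0.49 (adjusted p = 0.246) and Aurka, a mitotic kinase, -0.52 (adjusted p = 0.283), or -0.34 without control 1. Camera gave adjusted p = 6.16e-09 downward and adjusted p = 0.397 with an estimated correlation. The control 1 pool stood 0.88 above the mean of all pools on this list, beside 0.12 and -0.03 in the other controls and -0.27, -0.20 and -0.47 after tamoxifen, and without it the median was -0.38. That median lies outside the bootstrap interval. The interval is drawn over genes, which move together here (estimated correlation 0.826), and does not measure the spread between pools.

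**Figure D2:**
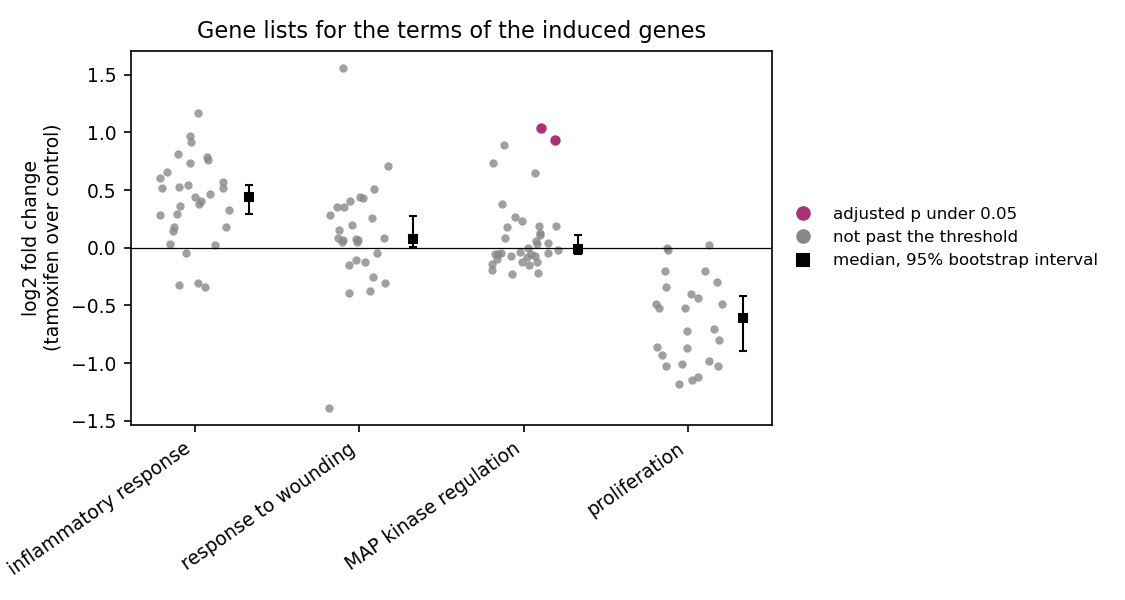
Log2 fold change (vertical axis) of each measured gene of the inflammatory, wounding, MAP kinase and proliferation lists, in magenta where the adjusted p is under 0.05. Squares and bars mark the median and its 95% bootstrap interval, which is drawn over genes and not over pools. The inflammatory median is 0.44, the wounding median 0.08, the MAP kinase median -0.01 and the proliferation median -0.61.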

Genes repressed by tamoxifen were enriched for GO terms associated with regulation of cell adhesion, response to wounding, cell motion and morphogenesis of a branching structure (Fig 2B). 

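Of the adhesion genes, Npnt and Podxl fell in p53 null MECs after transient exposure to tamoxifen, and of the branching genes, Areg, Bmpr1b and Npnt fell. Npnt encodes nephronectin, an integrin ligand of basement membranes that is in both lists, and its intensity was 453 ± 8.06 (SD, n = 3 pools) in controls and 291 ± 17.7 after tamoxifen (log2 fold change -0.64, SE 0.07, adjusted p = 0.0343 from limma). Podxl, a sialomucin of the apical membrane that counters adhesion, fell from 2812 ± 207 to 1747 ± 84.1 (log2 fold change -0.69, adjusted p = 0.0431). Bmpr1b, a receptor for bone morphogenetic proteins, fell from 83.4 ± 5.82 to 49.2 ± 1.99 (log2 fold change -0.76, adjusted p = 0.0244). Each of these 3 genes lost its call in 8 alternatives, the methods' t-test and each left-out array among them, with an adjusted p of up to 0.204 for Npnt, 0.192 for Podxl and 0.131 for Bmpr1b.
Of 27 measured adhesion genes 0 rose and 2 fell by limma, and adjusted over the list alone 6 were higher and 5 lower, with 6 of them in S1 Table. Chl1, a neural adhesion molecule gene, had a log2 fold change of 0.63 (adjusted p = 0.0735). The adhesion median was -0.09 (camera down, adjusted p = 0.708, and adjusted p = 0.885 with an estimated correlation). Of 31 measured branching genes 0 rose and 3 fell, and adjusted over the list alone 3 were higher and 8 lower, with 4 in S1 Table, which are not independent evidence. Sfrp2, a secreted Wnt antagonist gene, had a log2 fold change of -1.20 (adjusted p = 0.068). The branching median was -0.03 and the mean -0.17, with camera's direction down (adjusted p = 0.159, adjusted p = 0.527 with an estimated correlation). Without control 1 its adjusted p was 0.0226, within a range of 0.0226 to 0.481 with 1 array left out.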

Finally, we independently validated differential expression of several upregulated and downregulated genes by qPCR (Fig 2C and 2D). Furthermore, qPCR analysis of tamoxifen-induced genes *(Ptpn5*, *Accn1*, *Krt4 and Fgf12*) in p53 null MECs obtained 8 weeks after tamoxifen withdrawal revealed that the increased mRNA levels were sustained over the long term (S3 Fig). These results indicate that transient exposure to tamoxifen leads to enduring intrinsic changes in gene expression profiles of p53 null MECs that persist after tamoxifen withdrawal.

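The control and tamoxifen pools lay apart on the first axis of overall expression 4 weeks after the pellet was removed, while their correlations overlapped. The first principal component of all probesets held 36% of the variance and placed the controls at -32.9, -11.5 and -7.1 and the tamoxifen pools at 12.4, 24.2 and 14.9. The second held 25.8% and spread the tamoxifen pools from -22 to 28.4. Correlations of log2 intensity were 0.991 to 0.994 among controls, 0.989 to 0.992 among tamoxifen pools and 0.983 to 0.991 between the groups. Control 3 correlated more closely with each tamoxifen pool (0.990 to 0.991) than tamoxifen 2 did with the other tamoxifen pools (0.989). Nmu, Krt4, Fgf12 and Ptpn5 had risen and Areg had fallen at this time after withdrawal.
Among the epithelial lists, luminal progenitor and basal markers were near control, while milk and alveolar genes had a median log2 fold change of -0.42. Hormone-sensing markers had a mean of -0.277 and a median of -0.113, below the -0.101 to 0.079 of 95% of random gene lists of like intensity. Without Areg, the 1 member in S1 Table, the other 13 had a median of -0.077, within the -0.108 to 0.086 of such lists. Luminal hormone-sensing cell markers, which carry the steroid receptors, had a median log2 fold change of -0.11 over 14 genes, with 0 risen and 1 fallen (Areg), 2 higher and 3 lower adjusted over the list alone, and 1 in S1 Table (camera down, adjusted p = 0.13, range 0.00363 without control 1 to 0.6 with 1 array left out, and adjusted p = 0.527 with an estimated correlation). Luminal progenitor markers had a median of 0.02 over 11 genes (mean -0.05, camera up, adjusted p = 0.634), and basal and myoepithelial markers -0.03 over 16 genes (camera up, adjusted p = 0.759, with the direction turned without control 2, control 3 or tamoxifen 3). By limma and by the t-test 0 members of either list passed, also adjusted over the list alone, with 2 higher and 1 lower and 3 higher and 0 lower at an unadjusted p under 0.05, and 0 in S1 Table.
Markers of several other cell types of the fat pad were higher as lists. Schwann cell and nerve markers had the largest median, 0.49 over 18 genes, with Mag, Ugt8a and Lgi4 risen and 0 fallen, 12 higher and 0 lower adjusted over the list alone, and 7 in S1 Table (camera adjusted p = 1.74e-13, adjusted p = 0.212 with an estimated correlation). Mag, a myelin glycoprotein gene, had a log2 fold change of 0.57 (adjusted p = 0.0431 from limma), Ugt8a, an enzyme of myelin lipid synthesis, 0.86 (adjusted p = 0.0451), Lgi4, a Schwann cell signal, 0.63 (adjusted p = 0.046), and Fa2h, another myelin lipid enzyme, 0.85 (adjusted p = 0.0578). Mag, Ugt8a and Lgi4 each lost the call in 8 alternatives, with an adjusted p of up to 0.222. Adipocyte markers had a median of 0.33 over 10 genes (camera adjusted p = 6.01e-06, adjusted p = 0.361 with an estimated correlation), pericyte and smooth muscle markers 0.22 over 12 genes (camera adjusted p = 2.03e-05, adjusted p = 0.212 with an estimated correlation) and endothelial markers 0.21 over 14 genes (camera adjusted p = 1.88e-05, adjusted p = 0.397 with an estimated correlation). By limma and by the t-test 0 genes of these 3 lists passed, against 5, 6 and 6 higher and 0 lower at an unadjusted p under 0.05 and 4, 4 and 0 higher adjusted over the list alone, with 1, 1 and 0 in S1 Table. Plin4, a lipid droplet protein gene of adipocytes, had a log2 fold change of 0.49, Des, the muscle filament desmin, 0.59, and Tek, an endothelial receptor, 0.39 (adjusted p = 0.122, 0.115 and 0.246 from limma). Fibroblast markers had a median of 0.00 over 14 genes, with 0 risen and 0 fallen by limma, 1 higher by the t-test, 1 higher and 2 lower at an unadjusted p under 0.05, 1 and 1 adjusted over the list alone, and 0 in S1 Table (camera up, adjusted p = 0.806, with the direction turned without control 2 or tamoxifen 2).

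**Figure D3:**
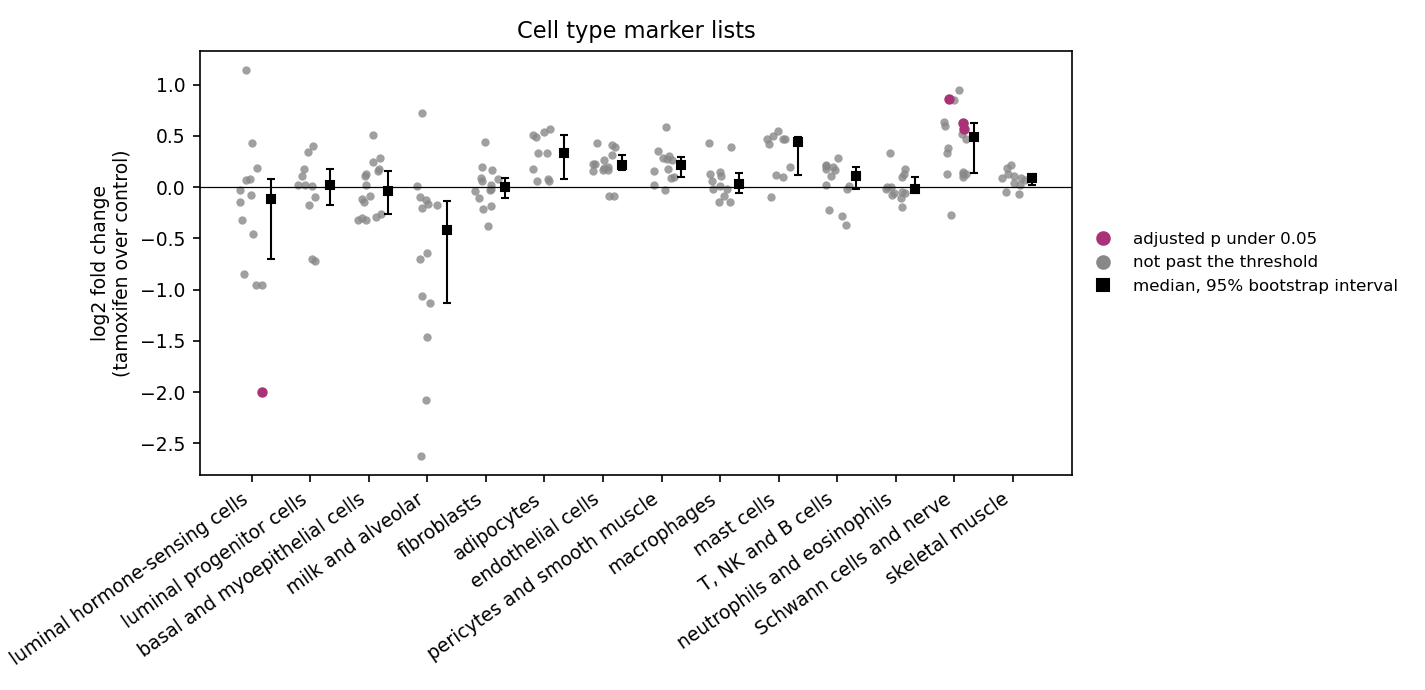
Log2 fold change (vertical axis) of each measured gene of 14 marker lists, in magenta where the adjusted p is under 0.05. Squares and bars mark the median and its 95% bootstrap interval, which is drawn over genes and not over pools. The medians run from -0.42 for the milk and alveolar list to 0.49 for Schwann cells and nerve.

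The paper concludes that transient exposure to tamoxifen leaves enduring intrinsic changes in the expression profile of p53 null MECs. It draws this from differential expression on the array at 4 weeks and qPCR of several induced and repressed genes. It also draws on qPCR of induced genes at a later time after withdrawal (S3 Fig).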

**Fig 2:**
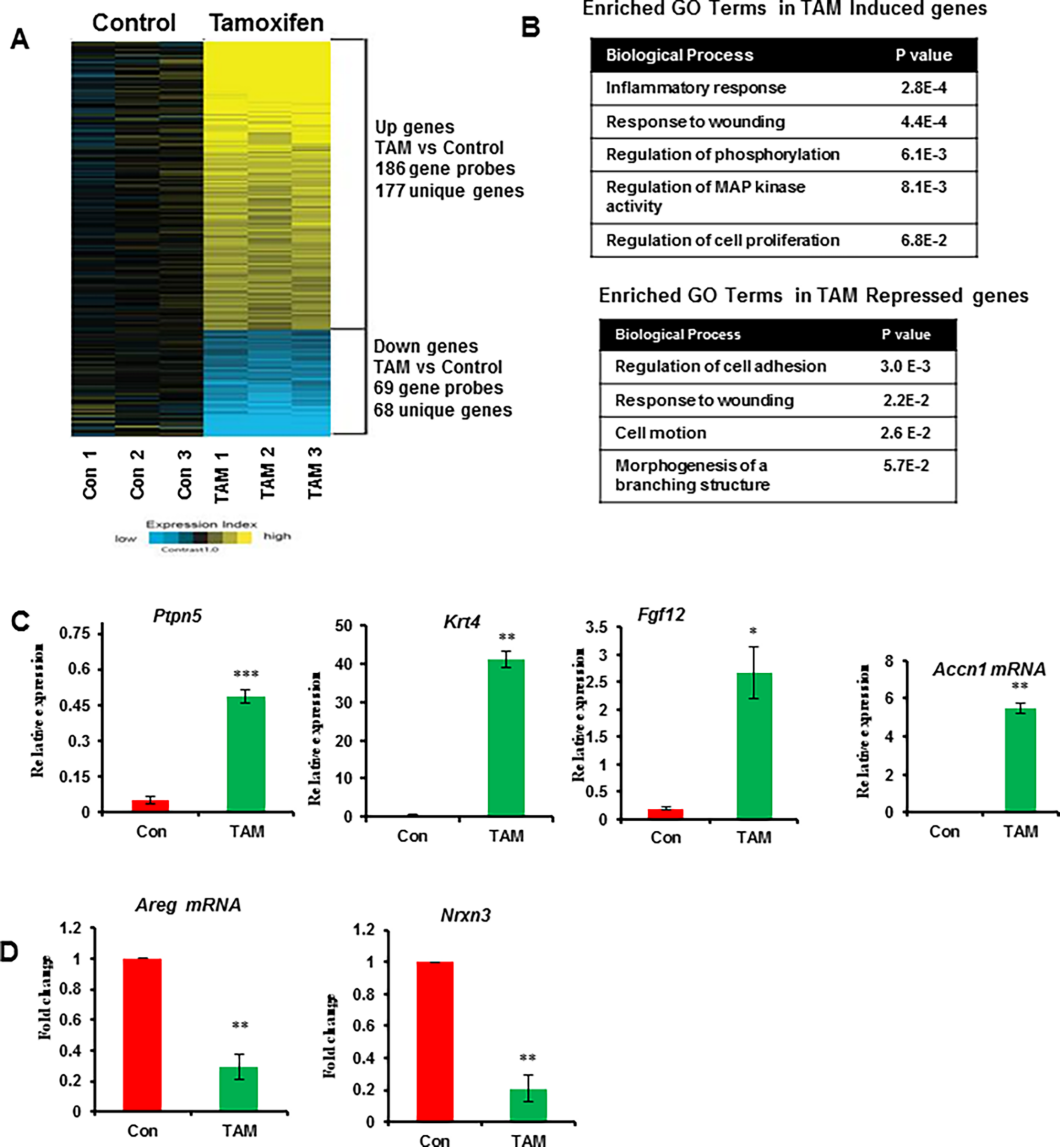
Transient exposure to tamoxifen alters ERα responsive gene expression signatures in p53 null MECs. At 4 weeks after tamoxifen removal, all mice were treated with E_2_ (100ug) for 8 h and MECs were isolated for global gene expression analysis. (A) Heatmap of 245 genes (*P* < 0.01 and FC > 1.4) that are differentially expressed between p53 null MECs samples from transient exposure to tamoxifen treatment. Triplicate pools of p53 null MECs (5 mice per pool) were used for array analyses under each treatment condition. For the heat map, log2 expression values were centered on the average of the control group. “Expression index” represents log2 fold change from control group, where bright yellow or blue represents >2-fold change or <0.5-fold change, respectively, from control. (B) Summary of enriched GO terms of tamoxifen induced and repressed genes using the DAVID Functional Annotation Tool. For DAVID functional annotation, we used p<0.01 and fold change>1.4. The complete gene sets (up and down genes) were shown in S1 Table. (C and D) Quantitative Real-Time PCR validation of tamoxifen induced and repressed genes in p53 null MECs. Results are means ± SEM of three independent experimental replicates. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

### Integration of tamoxifen regulated gene signatures with molecular profiles that distinguish outcomes in response to tamoxifen therapy in human BC patients identifies PTPN5 as a potential novel biomarker of tamoxifen response

In order to identify novel biomarkers of tumor protection, we integrated the tamoxifen regulated gene signatures with gene expression signatures obtained from 255 ER+PR+ breast cancer patients who had received tamoxifen monotherapy for 5 years and were followed for response using distant metastasis free survival (DMFS) as an endpoint [40]. We identified a subset of our tamoxifen upregulated genes were associated with good prognosis in these patient molecular profiles (S2 Table). Furthermore, we discovered that Ptpn5 is the top most genes in this analysis. In addition, we independently confirmed that *Ptpn5* is persistently upregulated in p53 null MECs after transient exposure to tamoxifen (Fig 2C, S3 Fig and S4 Fig). Therefore, we focused our attention on *Ptpn5*, a member of the non-receptor tyrosine phosphatase family of enzymes that has not previously been functionally characterized in BC. Although one member of this family, PTPN12, has been characterized as a negative regulator of growth factor/receptor tyrosine kinase signaling in human BC cells and has been implicated as a tumor suppressors of triple negative BC [41]. PTPN5 has not previously been functionally characterized in BC. We independently confirmed that *Ptpn5* is persistently upregulated in p53 null MECs after transient exposure to tamoxifen (Fig 2C, S2 Fig and S4 Fig). As shown in Fig 3A, high levels of PTPN5 were strongly correlated with DMFS and overall survival after adjuvant tamoxifen treatment.

**Fig 3:**
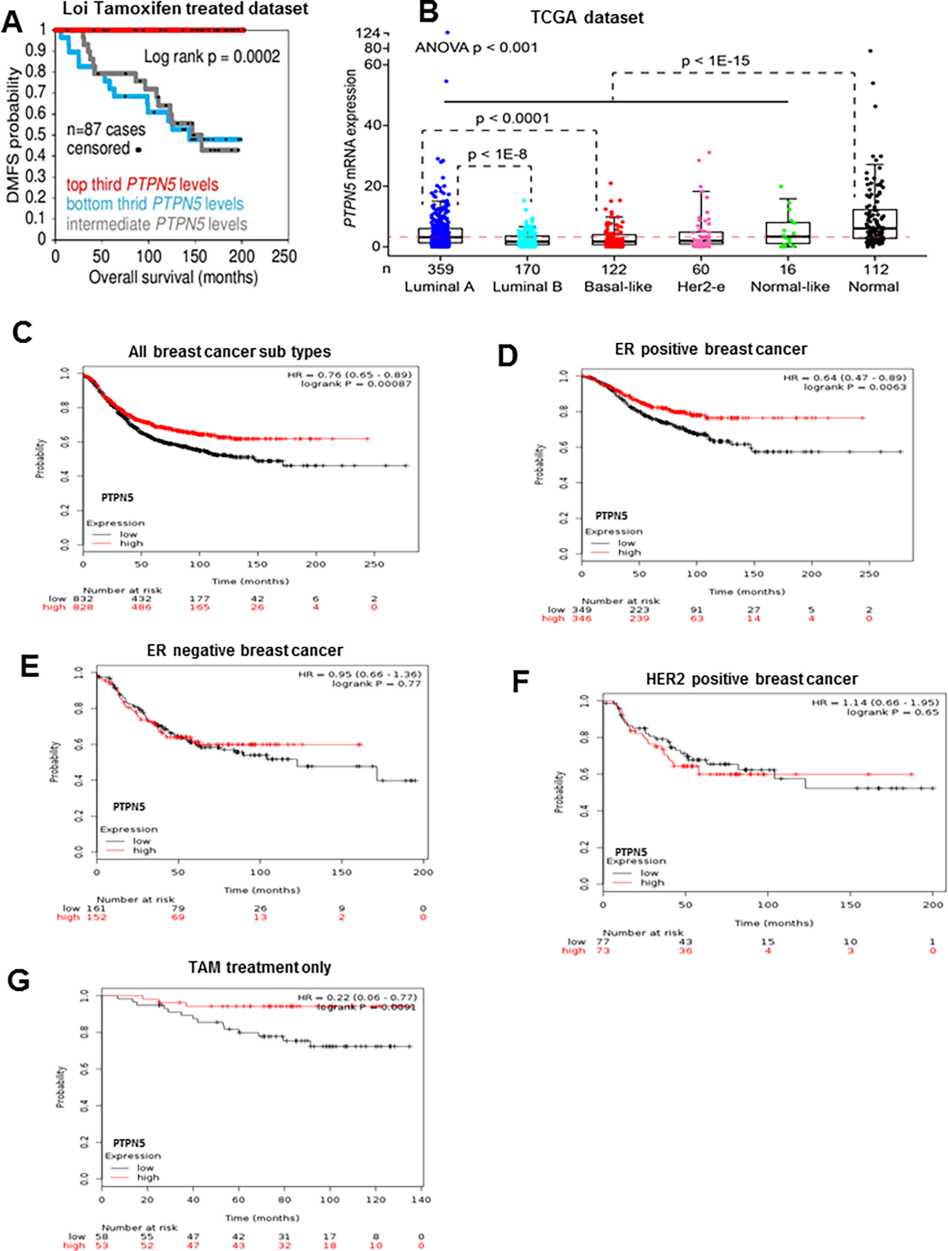
PTPN5 expression is associated with good clinical outcome in breast cancer patients. (A) Kaplan-Meier survival curve of 87 breast cancer patients who received adjuvant tamoxifen treatment. The x axis indicates time in months and y axis shows distant metastasis-free survival. (B) Boxplot showing the distribution of PTPN5 expression in various subtypes of breast cancer patients and the normal from healthy women within the TCGA cohort. The x axis indicates number of individual utilized and y axis shows PTPN5 mRNA levels. (C) Survival curves are plotted in all breast cancer patients (n = 1660). (D) Survival curves are plotted for ER positive breast cancer patients (n = 695). (E) Survival curves are plotted for ER negative cancer patients (n = 313). (F) Survival curves are plotted in HER2 breast cancer patients (n = 150). (G) Survival curves are plotted in tamoxifen treated patients (n = 111).

To further explore the clinical significance of PTPN5 expression in human breast cancer patients, we queried the TCGA dataset to examine levels of PTPN5 expression in distinct molecular subtypes of BC [3]. As shown in Fig 3B, *PTPN5* mRNA expression was significantly reduced in all subtypes of breast cancer patients when compared to normal samples. In addition, we also assessed the prognostic value of PTPN5 mRNA expression in various breast cancer subtypes using the Kaplan Meier Plotter database. High levels of PTPN5 expression were strongly associated with good overall survival for all breast cancer patients which were followed for 20 years (Fig 3C, p<0.0008). Further, within the 695 ER positive breast cancer cases, high levels of PTPN5 expression were strongly correlated with good overall survival clinical outcome (Fig 3D P = 0.006). Although the expression of PTPN5 did not correlated with prognosis in ER negative and HER2 subtypes (Fig 3E and 3F), patients with positive clinical outcome in response to tamoxifen therapy in this dataset showed a strong correlation with high levels of PTPN5 (Fig 3G). Finally, using breast cancer classification, we identified good prognostic effect of over expression of PTPN5 in luminal B (P<0.0004) but not in other subtypes of breast cancer patients (Fig 4).

**Fig 4:**
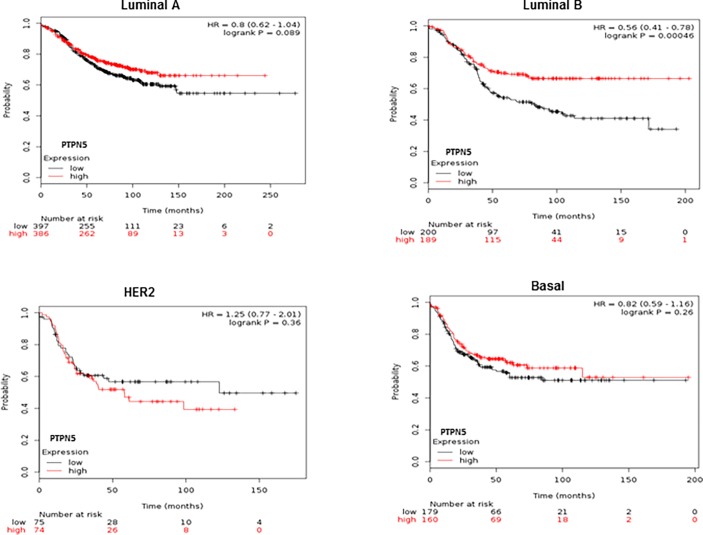
Prognostic value of PTPN5 mRNA expression in different subtype of breast cancer patients. Survival curves are plotted in luminal A (n = 783), luminan B (n = 389), HER2 (n = 149) and basal (n = 339) subtypes breast cancer patients by using the Kaplan-Meier plotter database (http://kmplot.com/analysis/index.php?p=service&cancer=breast).

### *Ptpn5* is a novel ERα target gene that is selectively upregulated by tamoxifen and suppresses epidermal growth factor signaling in human breast cancer cells

PTPN5 has been implicated in negative regulation of a broad spectrum of receptor tyrosine kinase (RTK) signaling pathways as well as phosphatase-dependent activation of the cell death mediator BAK [42]. We further demonstrated that *Ptpn5* is a direct target of ERα whose expression is acutely repressed by E_2_ and strongly upregulated by tamoxifen in the WT mammary gland (Fig 5A) indicating that *Ptpn5* is induced by TAM not only in p53 null mammary gland but also in WT mammary gland. To determine whether PTPN5 is a direct target of ERα, we interrogated genome-wide chromatin binding of ERα obtained by ChIP-seq analysis of p53 null mammary glands (unpublished data). We identified an ERα binding site located in the distal downstream region of the Ptpn5 gene (Fig 5B). To validate this ERα binding site, mammary gland chromatin was isolated from ovariectomized WT mice treated with vehicle or E_2_ for 8h and then subjected to ERα ChIP followed by qPCR. As shown in Fig 5C, ERα was highly enriched in this region in response to E_2_ treatment, confirming direct ERα recruitment to *Ptpn5*. Thus, *Ptpn5* is a direct target of ERα in both WT and p53 null mammary glands.

**Fig 5:**
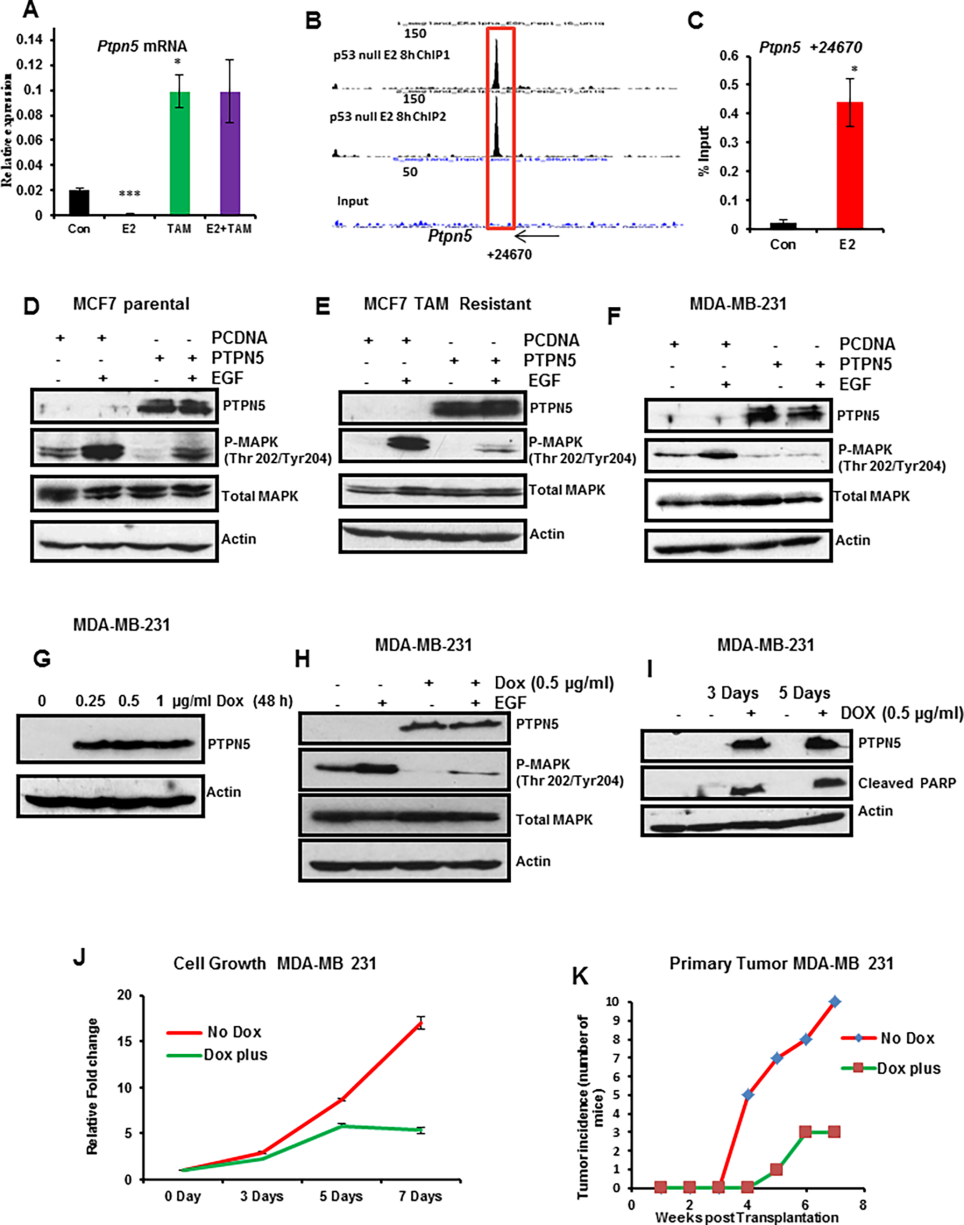
PTPN5 inhibits MAPK signaling in breast cancer cells and suppresses cell growth and tumor growth in TNBC cells. (A) Effect of acute exposure to estradiol, tamoxifen and a combination of both on *Ptpn5* mRNA level in WT mammary gland. Mice (WT 10 week old) were ovariectomized and then rested for 10 days, treated with vehicle or E_2_ (100ng) or TAM (1μg) or combination of both for 24 h. Mammary gland total RNA was extracted and qPCR was performed for *Ptpn5*. (B) UCSC Genome Browser screen shots representing ERα binding in relation to the TSS of *Ptpn5*. Peak locations relative to the TSS are listed below the screen shot and peak values are listed in each peak. Box represents peak that was validated by ChIP-qPCR in WT mammary gland. (C) Mice (WT 10 week old) were OVX and then rested for 10 days, treated with vehicle or E_2_ (100ng) for 8 h. Validation of distal ERα binding using ERα ChIP followed by qPCR for *Ptpn5*. PTPN5 prevents EGF-induced MAPK signaling. (D-F) MCF7 parental, MCF7 tamoxifen resistant and MDA-MB-231 cells were transfected with empty vector (control) or vector containing PTPN5-cDNA for 24h, starved of growth factors and then treated with or without EGF for 15 min. Proteins (50 μg) were separated by SDS-PAGE and then immunoblotted with PTPN5, phosphorylated MAPK (Thr 202/Tyr204), total MAPK and actin antibodies. Protein loading was monitored by stripping and reprobing the same blot with antibodies for MAPK and actin. (G) MDA-MB-231- cells were engineered with an *i*nducible *P*TPN5-cDNA that expresses PTPN5 upon addition of Dox at different concentrations for 48h. PTPN5 and actin (loading control) protein levels were determined by Western blot. (H) Restoring PTPN5 expression suppresses EGF-induced MAPK signaling. MDA-MB-231 cells were transduced with *i*nducible *P*TPN5 and cultured with or without Dox for 48h, and then treated in the presence and absence of EGF for 15 min. The cell lysates were examined for PTPN5, phosphorylated MAPK (Thr 202/Tyr204), total MAPK and actin expression by immunoblot analysis. (I) Restoring PTPN5 expression induces apoptosis. MDA-MB-231 cells were transduced with *i*nducible *P*TPN5 and cultured with or without Dox for 3 and 5 days. Whole cell lysates were analyzed by Western blot for PTPN5, cleaved PARP and actin (loading control) protein levels. (J) Restoring PTPN5 inhibits cell growth. MDA-MB-231 cells were transduced with *i*nducible *P*TPN5 and cultured with or without Dox for 0, 3, 5 and 7 days. Total cell number was counted by Coulter counter. (K) Restoring PTPN5 expression suppresses primary tumor growth in MDA-MB 231 cells. Cells from (G) were transplanted into the mouse mammary gland and monitored for primary tumor growth in the presence or absence of Dox (n = 10 for each group). The blots represent one of three separate experiments. Results are means ± SEM of three independent experimental replicates.

To determine whether PTPN5 controls EGF-induced MAPK signaling in human breast cancer cells, we assessed the phosphorylation status of MAPK in various breast cancer cells by forced expression of PTPN5. In these experiments, we used tamoxifen sensitive (MCF7 parental), tamoxifen resistant MCF7 and MDA-MB-231 breast cancer cells. These cells were transfected with empty vector (pcDNA) or pcDNA containing PTPN5 for 24 h followed by EGF treatment for 15 min. Cell lysates were examined for PTPN5 and phospho MAPK by Western blot analysis. As shown in Fig 5D–5F, the level of PTPN5 expression was dramatically increased in cells transfected with PTPN5 vector compared with cells transfected with empty vector. Furthermore, ectopic expression of PTPN5 blocked the phosphorylation of MAPK in response to EGF treatment. Taken together, these results indicate that restoration of PTPN5 function inhibits MAPK signaling in response to EGF treatment in tamoxifen sensitive, resistant and triple-negative breast cancer (TNBC) cells.

### PTPN5 inhibits growth of p53 mutant MDA-MB-231 cells and suppresses tumor growth in a xenograft mouse model

We next examined the functional consequences of PTPN5 activation in the p53 mutant MDA-MB-231 cell line. MDA-MB-231 cells were transduced with inducible lentiviruses expressing PTPN5 and then cells were treated with different concentrations of Dox (0, 0.25, 0.5 and 1μg/ml) for 48 h. We confirmed that Dox-mediated induction of PTPN5 in transduced cells inhibited EGF-dependent activation of MAPK signaling (Fig 5G and 5H). We further examined whether restoration of PTPN5 activates apoptosis in MDA-MB-231 cells. As shown in Fig 5I, PTPN5 was expressed by addition of Dox and was accompanied with increased levels of cleaved PARP, suggesting that restoration of PTPN5 induces apoptosis in MDA-MB-231 cells. Next, we investigated whether restoration of PTPN5 inhibits growth of breast cancer cells. Lentiviral transduced MDA-MB-231 cells were treated with or without Dox (0.5 ug/ml) for 0, 3, 5 and 7 days. As shown in Fig 5J, expression of PTPN5 significantly reduced cell growth indicating that TNBC cells were sensitive to PTPN5 function *in vitro*. Finally, we tested whether PTPN5 restoration suppressed tumor growth *in vivo*. To assess their tumorigenic potential, lentiviral transduced MDA-MD-231 cells were transplanted orthotopically into the #4 mammary gland in mice. The mice were divided into two groups (N = 10 per group) and Dox (2mg/ml) was added to the drinking water of one group. As shown in Fig 5K, all 10 control mice rapidly developed palpable tumors within 7 weeks of transplantation. In contrast, the incidence of tumor development in Dox treated mice was substantially decreased with only 3/10 mice developing tumors over the course of the experiment. Taken together, these data indicate that restoring PTPN5 function inhibits BC cell growth *in vitro* and strongly suppresses tumor growth *in vivo*.

## Discussion

The majority of breast tumors (>70%) rely on ERα signaling for growth. Blockade of estrogen activated ERα function using SERMS such as tamoxifen, is effective in the prevention and treatment of ERα positive breast cancers [43–46]. Nevertheless, resistance to antiestrogen therapy occurs in over half of patients resulting in poor outcomes. Recent studies, relying primarily on human cell culture models of tamoxifen resistant breast cancer cells, have revealed that the acquisition of antiestrogen resistance is associated with emergence of distinct ERα responsive transcriptional programs in breast cancer cells that are associated with genome-wide epigenetic reprogramming of chromatin, including the estrogen responsive enhancer landscape in resistant cells [47–49]. These findings have also recently been extended to primary human breast tumors where differential enhancers binding of ERα and changes in transcriptional output have been associated with distinct clinical outcomes with respect to endocrine therapy [50, 51]. While it is becoming clear from these studies that distinct ERα driven epigenetic signaling programs distinguish antiestrogen outcome in the therapeutic setting, relatively little is known regarding the antiestrogen-dependent mechanisms that underlie prevention against tumor development.

The murine p53 null mammary transplant approach provides an excellent mouse model to address the molecular and epigenetic mechanisms underlying tamoxifen-dependent breast cancer prevention. The p53 null mammary epithelium displays normal postnatal hormone-dependent morphogenesis with few genetic changes relative to WT epithelium [26, 52, 53]. However, in contrast to WT mammary glands, the p53 null mammary epithelium gives rise to hormone-dependent ductal hyperplasia that progress to a heterogeneous group of ERα positive and ERα negative breast cancers with molecular signatures that reflect the luminal, basal and claudin–low subtypes observed in humans [25, 54]. Most importantly in the context of this study, the antiestrogen, tamoxifen is highly protective against development of both ERα positive and ERα negative tumors in this model [28].

In the present study, we used a genome-wide transcription profiling to determine whether global changes in the ERα responsive epigenome contribute to the tumor protective effects observed upon transient exposure of p53 null mammary glands to tamoxifen. We have shown that transient exposure of p53 null mammary glands to tamoxifen leads to a marked decrease in side-branching morphogenesis and epithelial cell proliferation that persist after tamoxifen withdrawal. These morphological and proliferative changes in the mammary epithelium are associated with intrinsic changes in a subset of ERα responsive gene expression signatures.

We observed that transient exposure to tamoxifen leads to persistent changes in the expression of a subset of ERα regulated gene signatures. Among these, we observed persistent changes in estrogen responsive growth factor signaling pathways including downregulation of amphiregulin, an essential ERα regulated mediator of estrogen induced proliferation in the mammary gland [55, 56] and upregulation of growth inhibitory factors including *Ptpn5*. 

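Of a fixed list of 27 measured estrogen-induced genes, only Areg passed the adjusted threshold by limma, and it fell. The other members of the list with the smallest p-values were Cited1, a transcriptional coactivator of hormone-sensing cells, with a log2 fold change of 0.43 (adjusted p = 0.163 from limma), Rara, a retinoic acid receptor gene, with 0.34 (adjusted p = 0.225), and Wnt4, a paracrine signal of side-branching, with -0.32 (adjusted p = 0.291). Thus 0 genes rose, 1 fell and 26 did not pass, and adjusted over the list alone 1 was higher and 1 lower. At an unadjusted p under 0.05, 2 were higher and 5 lower, and by the methods' t-test 0 passed either way after adjustment. The median log2 fold change of the list was -0.03 and its mean -0.11, with camera's direction down (adjusted p = 0.634, adjusted p = 0.679 with an estimated correlation). S1 Table holds 1 member of the list, Areg. The list also holds Esr1, the gene of the receptor itself, and dim genes such as Calcr and Pdzk1, at 38.4 and 42.0 in controls. Which of its genes E2 induces in these MECs was not measured, and the paper speaks of a subset of estrogen receptor regulated genes. As every pool had received E2, the values compare levels under E2 and not the size of the response to it.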

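Amphiregulin RNA fell and Ptpn5 RNA rose in p53 null MECs after transient exposure to tamoxifen. Areg (chromosome 5, band E1) had an intensity of 3740 ± 400 (SD, n = 3 pools) in controls and 938 ± 128 (SD, n = 3) after tamoxifen, a log2 fold change of -2.0 (SE 0.13, adjusted p = 0.00511 from limma). Ptpn5 (chromosome 7, band B3-B5), the gene of a brain-enriched tyrosine phosphatase that acts on MAP kinases, rose from 105 ± 4.34 to 201 ± 21.5, an FC of 1.91 and a log2 fold change of 0.93 (SE 0.10, adjusted p = 0.0244 from limma). By size of log2 fold change Ptpn5 was number 40 of the 63 probesets that rose.
Among ligands and receptors of the epidermal growth factor family, Epgn, the gene of the ligand epigen, rose as Areg fell. Its intensity was 453 ± 62.2 in controls and 1083 ± 80.9 after tamoxifen, an FC of 2.40 (log2 SE 0.12, adjusted p = 0.0178 from limma, range 0.00579 to 0.139 over the alternatives, with the call lost in 7 of 16). Ereg, encoding the ligand epiregulin, had a log2 fold change of -0.64 (SE 0.12, adjusted p = 0.11) and Btc, encoding betacellulin, -0.44 (SE 0.07, adjusted p = 0.0865). Of 14 measured family members 1 rose, 1 fell and 12 did not pass, and adjusted over the list alone 1 was higher and 4 lower, with 3 in S1 Table. The median of the family was 0.03 and its mean -0.09, and camera's direction was down (adjusted p = 0.634, adjusted p = 0.679 with an estimated correlation).
Of 17 measured non-receptor tyrosine phosphatase genes, only Ptpn5 changed by limma, adjusted over the list alone as well, and it is the 1 member in S1 Table. Ptpn12 had 1757 ± 138 in controls and 2004 ± 12.9 after tamoxifen, a log2 fold change of 0.19 (adjusted p = 0.402), Ptpn14 had 0.24 (adjusted p = 0.315) and Ptpn3 -0.28 (adjusted p = 0.267). The median of the list was 0.03 with camera's direction up (adjusted p = 0.207, adjusted p = 0.397 with an estimated correlation). The adjusted p of Ptpn5 ranged from 0.00343 to 0.146 over the alternatives, with 0.142 by the methods' t-test and 0.106 to 0.125 without any 1 of the arrays other than tamoxifen 2. That of Areg ranged from 0.000778 to 0.096, its value by the methods' t-test.

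**Figure D4:**
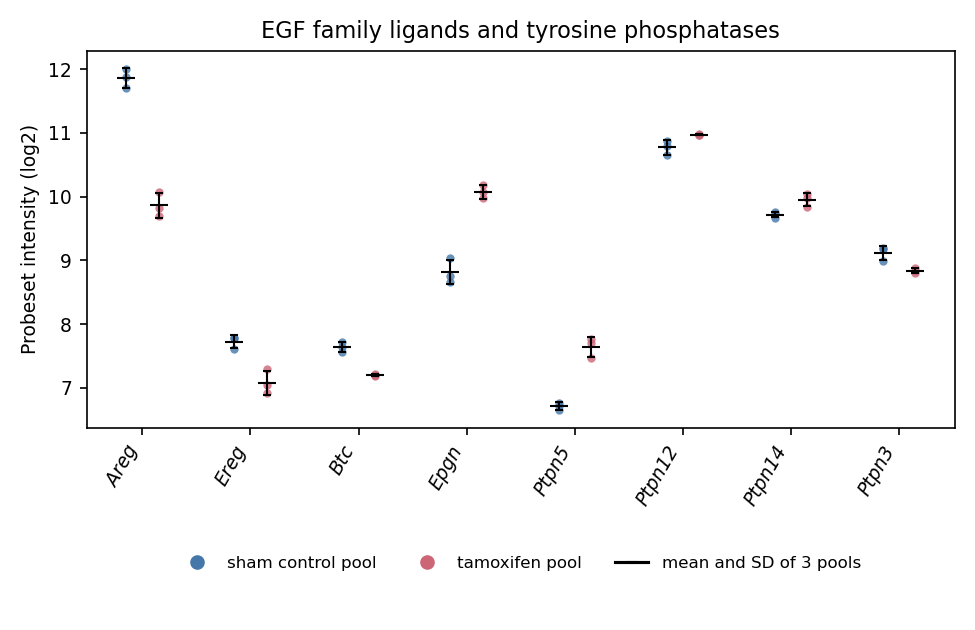
Log2 probeset intensity (vertical axis) of Areg, Ereg, Btc, Epgn, Ptpn5, Ptpn12, Ptpn14 and Ptpn3, with a point for each control (blue) and tamoxifen (red) pool and bars at the mean and SD of 3 pools. Areg has a log2 fold change of -2.0 and Ptpn5 of 0.93, and the 3 tamoxifen points of Epgn lie above its 3 control points.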

Protein tyrosine phosphatases (PTPs) are a large family of enzymes which generally antagonize the actions of protein tyrosine kinases (PTKs). PTPs are responsible for modulating PTK activity by dephosphorylating various tyrosine residues on intracellular proteins. They also regulate ligand-mediated receptor signaling as well as cell cycle events [57]. Deregulation of PTPs has been implicated in the pathogenesis of various diseases, including breast cancer [58]. A recent study showed that PTPN12 is frequently compromised in a subset of TNBC by deletions, defective sequence variants, or loss of expression [41]. This suggests that HER2/EGFR and other RTK signaling pathways are aberrantly activated in non-HER2 amplified breast cancers [41]. We identified *Ptpn5* as a novel direct target of ERα whose expression is repressed by estrogen and upregulated by tamoxifen in the mammary gland. Our ERα ChIP-seq analysis identified an ERα binding site located in the distal downstream region of the *Ptpn5* gene that may regulate PTPN5 expression via long range chromatin interactions [59].

We found that PTPN5 expression is strongly correlated with improved DMFS in tamoxifen treated breast cancer patients suggesting that PTPN5 may represent a novel prognostic marker of tamoxifen response. Functional validation of PTPN5 in tamoxifen sensitive, tamoxifen resistant and TNBC cells shows that activation of PTPN5 suppressed the EGF-induced MAPK signaling pathway in breast cancer cells. Further, activation of PTPN5 potently inhibits tumor growth of breast cancer growth in a xenograft mouse model of p53 mutant TNBC, suggesting that PTPN5 acts as a tumor suppressor of breast cancer.

In conclusion, our findings reveal that transient exposure to tamoxifen leads to a persistent reduction in mammary gland side branching morphogenesis and MEC proliferation which is associated with intrinsic changes in expression of a subset of estrogen regulated target genes in MECs after tamoxifen withdrawal. *Ptpn5*, a novel upregulated gene in tamoxifen exposed MECs, was identified as a novel potential biomarker of tamoxifen response with tumor suppressor activity.

## Supporting information

S1 Fig Transient exposure to tamoxifen inhibits mammary ductal side-branching in the p53 null mammary gland. (A) Schematic view of the p53 null transplantation into WT mice. At 3 weeks of age, the epithelial ducts (rudiments) of host mice (WT Balb/c) were surgically removed from the inguinal (#4) mammary glands. After 5 weeks, a small mammary fragment (1-mm^2^) from a p53 null Balb/c (8 weeks old) mouse was transplanted into the empty fat pad. At 16 weeks of host age, mice were treated with tamoxifen (5 mg) or sham (control) pellet SC on the back for 90 days. After 4 or 8 weeks of tamoxifen withdrawal, all mice were treated with E_2_ (100ug) for 8h. p53 null transplanted mammary glands were used in this study. (B) Representative whole-mount images of carmine-stained p53 null mammary glands harvested 4 weeks after withdrawal of sham or tamoxifen pellets. Representative glands are shown from two individual mice per treatment.
(PPTX)

S2 Fig Transient exposure to tamoxifen inhibits p53 null MECs proliferation. At 8 weeks after tamoxifen removal, all mice were treated with E_2_ (100ug) for 8 h, #4 mammary glands were harvested, MECs were isolated by collagenase digestion and PCNA, Ki67, cyclin D1 and actin (loading control) expression were analyzed by Western blot. Five mice per pool, tested in duplicate per treatment group.
(PPTX)

S3 Fig Transient exposure to tamoxifen leads to a persistent upregulation of subset of genes in p53 MECs. At 8 weeks after tamoxifen removal, all mice were injected with E_2_ (100ug) for 8 h, #4 mammary glands were harvested, MECs were isolated by collagenase digestion and *Ptpn5*, *Accn1*, *Krt4* and *Fgf12* mRNA levels were analyzed by qPCR. Expression of selected genes was normalized using *Ppid* as the internal control. Five mice per pool, tested in triplicate per treatment group. Results are means ± SEM of three independent experimental replicates. *, *P* < 0.05; ***, *P* < 0.001.
(PPTX)

S4 Fig PTPN5 expression in p53 null mammary gland. A.Representative immunohistochemical staining for PTPN5 on paraffin-embedded p53 null transplanted mammary gland sections from sham and tamoxifen treated mice.
(PPTX)

S1 Table Differentially regulated genes in p53 null MECs.

S2 Table Tamoxifen upregulated genes associated with good prognosis.

# Supplementary material for: Reprogramming of the estrogen responsive transcriptome contributes to tamoxifen-dependent protection against tumorigenesis in the p53 null mammary epithelial cells
**Source:** PLoS One. 2018 Mar 28;13(3):e0194913. doi: 10.1371/journal.pone.0194913
**Supplement:** S1 Fig — (A) Schematic view of the p53 null transplantation into WT mice. At 3 weeks of age, the epithelial ducts (rudiments) of host mice (WT Balb/c) were surgically removed from the inguinal (#4) mammary glands. After 5 weeks, a small mammary fragment (1-mm2) from a p53 null Balb/c (8 weeks old) mouse was transplanted into the empty fat pad. At 16 weeks of host age, mice were treated with tamoxifen (5 mg) or sham (control) pellet SC on the back for 90 days. After 4 or 8 weeks of tamoxifen withdrawal, all mice were treated with E2 (100ug) for 8h. p53 null transplanted mammary glands were used in this study. (B) Representative whole-mount images of carmine-stained p53 null mammary glands harvested 4 weeks after withdrawal of sham or tamoxifen pellets. Representative glands are shown from two individual mice per treatment.

## Slide 1

S1 Fig.
8 WK p53 null Balb/c
Donor gland
Treatment with
E2 (100µg) for 8 h
Epithelial ducts
Sham (Control)
Removal of
 Tamoxifen
Fat pad
Tamoxifen (5mg)
 33 or 37 WK
 29 WK
3 WK WT Balb/c
8 WK WT Balb/c
16 WK WT Balb/c
A
B
TAM
Control

How the deposited data were processed for this re-analysis (not part of the article)

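Gene expression was measured in p53 null MECs on 6 Affymetrix mouse arrays, 3 for pools from sham treated control mice and 3 for pools from mice transiently exposed to tamoxifen, all collected 8 h after E2. The conditions and replicate numbers were taken from the sample labels and the paper. Where these differ on the host age at implantation and on the number of mice per pool, both values are given and the paper's are used. They also differ on the array type, which is not settled here. The labels of the series name a Mouse Exon ST array and the paper's methods a Mouse Gene ST array.

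The authors deposited a table of probeset intensities on a linear scale, with 1 value per probeset and array. The submitters' processing notes name MAS5 and mm9 with no role given, and the background correction and the normalization between arrays are not given in the sources used here. The scale was checked against S1 Table, whose printed values equalled the deposited intensities, and whose fold changes equalled 2 to the power of the difference between the group means of log2 intensity within 1% for 255 of 255 probesets (230 of 255 with the ratio of mean linear intensities). The p-values of S1 Table equalled those of an equal-variance t-test on log2 intensities within 1% for 255 of 255 probesets, which is called the methods' t-test here. The paper's statistics section names Student's t-test in general and not for the arrays.

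Of 22369 probesets, 18286 had 1 gene symbol in the annotation, 1276 had several and 2807 had none, and 14 of the unnamed were named from S1 Table. The Entrez IDs of 18097 of the probesets with 1 symbol were found in the RefSeq gene table of the assembly GRCm38.p6, and 0 symbols needed an update. No coordinates were taken from it, since the arrays' notes name another build, and chromosome bands are those printed in S1 Table. A gene with several probesets is represented by the probeset with the highest mean over all 6 arrays, which leaves 17431 genes.

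Intensities were converted to log2 with no offset and no filter, and each probeset was fitted with limma (lmFit and eBayes, version 3.58.1 in R 4.3.3), with the group as the only term. The fit has 4 residual and 2.35 prior degrees of freedom. All p-values are two-sided and were adjusted by Benjamini and Hochberg over all 22369 probesets. The counts at the paper's thresholds use a nominal p under 0.01 and a fold change over 1.4. The false discovery rate followed Storey and Tibshirani with the share of unchanged probesets read at a lambda of 0.5. Further tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. On simulated arrays with 200 of the 22369 probesets changed, limma recovered 72 of 100 at a log2 change of 1 and 93 of 100 at a log2 change of 2, with 4 false calls at an adjusted p under 0.05. The simulated noise was normal and independent between probesets, so these figures do not cover correlation between genes or outlying arrays.

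The 29 gene lists were fixed before the data were examined, but after S1 and S2 Tables had been read, so members that S1 Table holds are not independent evidence of a list's direction. They cover estrogen-induced genes, inflammatory response, response to wounding, MAP kinase regulation, proliferation, cell adhesion, branching morphogenesis, the epidermal growth factor family, non-receptor tyrosine phosphatases, cholesterol and fatty acid synthesis, the circadian clock, the ciliary axoneme, stress of dissociation, p53 targets, milk and alveolar genes, and markers of 13 cell types. Each was tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the 29 lists, and again with the correlation estimated from the data, where 0 of the lists passed an adjusted p of 0.05. Fry, limma's rotation test of whether the genes of a list move one way on balance, was a further alternative and compares a list with no other genes. Medians carry 95% bootstrap intervals from 10000 draws over the genes of a list, which do not measure the spread between pools. Random lists were 10000 draws matched on mean intensity.

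The genes named in the text were chosen by a rule set before the data were examined. It takes the 10 largest increases and the 10 largest decreases among genes past the adjusted threshold whose groups do not overlap, the genes that the paper measures in MECs, the genes of S2 Table, and up to 4 members of each list with the smallest p, with any other member past the threshold. Some genes that the rule takes are not reported here. Genes named outside the rule are marked as chosen after their values were seen. Pcna and Trp53 have no probeset with a single symbol and are not analysed here.

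The alternatives were the methods' t-test, a variance trend with robust estimation, array weights, quantile normalization, median centring, filters at the 25th percentile and at the median of intensity, an offset of 32, 1 probeset per gene, the replicate number as a block, each array left out in turn, other thresholds, and the set tests above. Where the text says in how many alternatives a single gene lost its call, it counts those set beforehand. Scanner data, qPCR, protein, binding, cell line and patient data are not analysed here, and neither are the annotation terms of the paper's enrichment. The number of arrays limits the precision. Whether pools shared a day of collection or hybridisation is not given in the sources used here.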

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

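No test in this part was chosen only after its result was seen. The patterns themselves had been noticed in S1 Table and in the list of probesets past the adjusted threshold when the predictions were written, and the values that the tests measure had not, so each explanation is a hypothesis tested on the same data. The paper's text does not discuss the genes of this part other than through S1 and S2 Tables.

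Nmu had the largest fold change of all probesets, 87.6, and its adjusted p was under 0.05 in each of the 16 alternatives set beforehand that were run on it, 15 of them by limma and 1 by the methods' t-test. The cholesterol synthesis list had a median log2 fold change of 0.264, with 6 of its 19 members risen, among genes that the paper's text does not name. These 6 are in S1 Table, and camera's adjusted p was 0.212 with an estimated correlation. The 13 members outside S1 Table had a median of 0.076, within the -0.112 to 0.079 of random lists of like intensity.

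Output genes of the circadian clock stood out as a signal in genes outside those the paper discusses. The median of 14 measured clock genes was 0.189, with Dbp risen (log2 fold change 1.55, SE 0.10, adjusted p = 0.0045 from limma and 0.0684 by the methods' t-test), 1 other member fallen, 7 higher and 2 lower adjusted over the list alone, 3 in S1 Table, and a camera adjusted p of 0.000258 that was adjusted p = 0.212 with an estimated correlation. The 5 genes outside S1 Table that share the daily phase of Dbp were chosen by that phase. They did not pass as single genes (adjusted p = 0.132 to 0.557 from limma). Their median was 0.226, above the -0.17 to 0.168 of matched random lists, which argues against scaling of the tamoxifen arrays. Random lists do not reproduce any joint movement of clock genes. The 5 genes of opposite phase had a median of -0.027 (95% bootstrap interval -0.318 to 0.401), from -0.32 in Npas2 to 0.40 in Clock, so a different phase of the daily clock at collection may or may not account for the pattern. That explanation and a lasting effect of tamoxifen stay open and cannot be told apart here, as the members go both ways and the time of day was not found in the paper's text.

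Myelin and nerve genes were the marker list of another cell type with the largest median, 0.494 over 18 genes. A lower share of epithelial cells with an even gain of every other cell type would raise the markers of them all. The adipocyte (0.331), endothelial (0.212), pericyte and smooth muscle (0.22) and mast cell (0.444) medians were above 0. The macrophage (0.036) and neutrophil and eosinophil (-0.018) medians were near it. The fibroblast list had a median of 0 over 14 genes (95% bootstrap interval -0.102 to 0.086), below the 0.14 to 0.628 of the Schwann cell and nerve list. This argues against an even gain, and not against a lower epithelial share in which fibroblasts stayed level. The intervals are drawn over genes and do not measure the spread between pools. More nerve tissue in the tamoxifen pools and expression of these genes by the epithelium stay open, as does a lasting effect of tamoxifen, and none of these was tested. The members with the highest probeset intensities, which do not rank transcripts since probes differ in affinity, were Pmp22 (5019 and 6903), Egr2 (1785 and 1946, also in the stress list) and Mbp (923 and 1386 in control and tamoxifen pools), with log2 fold changes of 0.47, 0.13 and 0.60 that did not pass, Sox10, the transcription factor of Schwann cells, had -0.27, and these values of 4 genes chosen after they were seen decide nothing. Of the list, 7 members are in S1 Table and 3 in another list, and the 11 members outside S1 Table had a median of 0.15.

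Genes of the ciliary axoneme were higher as a list by camera at the preset correlation, with a median of 0.248 over 36 genes, and did not pass with an estimated correlation (adjusted p = 0.261). The 29 members outside S1 Table had a median of 0.172 (95% bootstrap interval 0.059 to 0.292), above the -0.077 to 0.044 of random lists matched on intensity, which argues against a scaling of dim probesets. It does not settle selection, since the list was written with S1 Table in view. The genes also move together (estimated correlation 0.356), which random lists do not reproduce. The median of these 29 members was 0.137 to 0.294 with 1 tamoxifen array left out, which argues against the chance spread of a single array. Over the whole list, tamoxifen 2 stood at -0.014 from the mean of all pools, beside 0.201 and 0.201 in the other tamoxifen pools. The controls stood at -0.159, -0.143 and -0.098. A lasting effect of tamoxifen on ciliated cells or on cilium genes is a candidate explanation, and a change in the mix of cells that bear cilia stays open, as neither was tested.

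The 6 arrays split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 87 probesets at an adjusted p under 0.05, and the highest of the other splits gave 0.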

How the results depend on the processing

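One alternative was chosen only after the results were seen, leaving out control 1 and tamoxifen 2 together, the arrays with the lowest correlation to the others of their group and the lowest array weights. All other alternatives were set beforehand, and the scanner data alternative was not run, as scanner data are not analysed here. Unless a filter, a threshold or fewer arrays explains a change by construction, the cause was not tested.

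At an adjusted p under 0.05, 63 probesets were higher and 24 lower. The counts were 15 and 2 by the methods' t-test, 136 and 54 with a variance trend, 356 and 163 with array weights, 106 and 38 above the 25th percentile, 129 and 65 above the median, 116 and 45 with an offset of 32, and 152 and 61 at an adjusted p under 0.1. They were 73 and 29 with quantile normalization, 71 and 25 with median centring and 91 and 34 with 1 probeset per gene. With 1 array left out they were 18 to 27 and 2 to 6, and without control 1 and tamoxifen 2 they were 4 and 0 (1919 and 1228 at an unadjusted p under 0.05). Of the 87 probesets, 13 were kept by the t-test, 85 with a variance trend, 87 with array weights or an offset, 83 with either normalization, and 20 to 28 with 1 array left out, and the sign of all those tested was the same in every alternative. At the paper's thresholds, 308 were higher and 161 lower, against 186 and 69 by the t-test, 188 higher above the median, 247 lower with array weights, 60 and 30 at FC over 2, and 226 to 375 and 126 to 214 with 1 array left out. The estimated false discovery rate moved from 0.0391% to 23.3% over all probesets and to 0.0168% with limma's p-values. The first and last figures are over probesets filtered by FC on the same arrays and cannot be read as the rate of the selection. The 23.3% applies to all probesets with a p as small, whatever their FC, and is not that rate either.

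With the replicate number as a block, 13 probesets were higher and 2 lower at an adjusted p under 0.05, and 14 of the 87 were kept. Over all probesets no pairing by number was seen, as the deviations of equally numbered pools from their group means had correlations of 0.054, 0.007 and -0.042. These values do not exclude a shared day or batch that affects only a part of the probesets. The block changed no call of a gene list by camera.

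Camera's adjusted p lost its call with an estimated correlation for the inflammatory (0.212), proliferation (0.397), wounding (0.397), Schwann cell (0.212), adipocyte (0.361), cholesterol (0.212), cilia (0.261), clock (0.212), endothelial (0.397), stress (0.527), mast cell (0.129), milk (0.397), p53 target (0.212) and pericyte (0.212) lists. By fry the adjusted p was 0.170 for proliferation, 0.160 for wounding, 0.0741 for adipocytes, 0.139 for endothelial cells, 0.207 for stress and 0.158 for milk, and 0.0391 for branching, which camera did not call. The MAP kinase list passed with median centring (0.0495) and 1 probeset per gene (0.0492). Array weights gave 0.0392 for branching, 0.221 for wounding, 0.0392 for skeletal muscle, 0.00637 in the opposite direction for T, NK and B cells and 0.540 in the opposite direction for macrophages. Quantile normalization gave 0.175 for stress, 0.0326 for skeletal muscle and 0.979 in the opposite direction for fibroblasts. Without control 1 and tamoxifen 2, wounding had 0.333 and branching 0.0212.

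With 1 array left out, camera's adjusted p ran from 0.0215 (without tamoxifen 3) to 0.295 (without tamoxifen 2) for the MAP kinase list, 0.0226 (without control 1) to 0.481 for branching, 0.00606 to 0.181 (without tamoxifen 2) for wounding, 0.0388 (without tamoxifen 1) to 0.591 for fatty acid synthesis, 0.00324 to 0.262 for stress, 0.00363 (without control 1) to 0.5996 for hormone-sensing cells, 0.00470 (without tamoxifen 3) to 0.880 for macrophages, 0.00268 to 0.0912 (without tamoxifen 2) for p53 targets and 0.00498 (without tamoxifen 2) to 0.453 for skeletal muscle. It ran from 1.88e-05 to 0.968 for T, NK and B cells, with the direction turned without tamoxifen 2, from 0.162 to 0.971 for basal cells, turned without control 2, control 3 or tamoxifen 3, and from 0.460 to 0.858 for fibroblasts, turned without control 2 or tamoxifen 2. The macrophage list also turned without tamoxifen 2.

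Of the values of named genes under the alternatives, 1304 kept their direction and side of the threshold, 221 no longer passed, 104 passed newly and 6 turned sign. For the lists tied to the paper's conclusions these counts were 134, 8, 10 and 0, and for the other lists 339, 20, 7 and 10. Among named genes that did not pass, the sign turned for Cd2 with array weights (-0.0389) and without tamoxifen 2 (log2 fold changes -0.0822 to 0.501 with 1 array left out), for Cd3d likewise (-0.237, and -0.198 to 0.492), for Ccnd1 without control 3 (-0.0127 to 0.213) and for Pgr without control 1 (-0.0117 to 0.350). Signal over background was not analysed here, and with an offset of 32 the FC of the dim Accn1 probeset was 6.29.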

Differences from the paper's values

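No alternative was chosen after the values were seen, apart from leaving out control 1 and tamoxifen 2 together. At P under 0.01 and FC over 1.4, limma called 422 named genes, and the paper gives 245. The methods' t-test gave 245, and the values fell within 1.5 times the paper's for probesets above the median of intensity (276), an offset of 32 (293) and without control 1 (358). They did not with a variance trend (446), array weights (538), quantile normalization (421), median centring (449), probesets above the 25th percentile (393), 1 probeset per gene (407), the replicate block (431) and each other array left out (368 to 522).

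For upregulated genes limma gave 277 and the paper gives 177. The methods' t-test gave 177, and values within 1.5 times the paper's came from probesets above the 25th percentile (257) and above the median (174), an offset of 32 (192), 1 probeset per gene (260), the replicate block (264), and without control 1 (208), control 2 (262), tamoxifen 1 (233) or tamoxifen 3 (239). The values were further apart with a variance trend (286), array weights (330), quantile normalization (287), median centring (315), and without control 3 (333) or tamoxifen 2 (339).

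For downregulated genes limma gave 145 and the paper gives 68. The methods' t-test gave 68, and probesets above the median (102) and an offset of 32 (101) gave values within 1.5 times the paper's. The others did not, with a variance trend at 160, array weights at 208, quantile normalization at 134, median centring at 134, probesets above the 25th percentile at 136, 1 probeset per gene at 147, the replicate block at 167 and 111 to 189 with 1 array left out.

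The paper presents Nrxn3 among repressed genes, and its methods list a qPCR probe for it. Its log2 fold change of -1.92 has the same direction here, and its adjusted p was 0.0799 from limma. It passed an adjusted p of 0.05 with a variance trend (0.0375), array weights (0.0125) and probesets above the median (0.0335), and not with the others (up to 0.268). At the paper's own thresholds it passed by limma and by the methods' t-test, as S1 Table lists it. The title of S2 Table speaks of upregulated genes, and 15 of its 18 genes were higher and 3 lower after tamoxifen. The lower genes were Arhgap28 (log2 fold change -0.59), Entpd3 (-0.65) and Aqp5 (-1.21). In the same table Ptpn5, which the paper ranks at the top, has the smallest survival p of the table and the second largest increase here, after Dbp.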

Other observations

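No test in this part was chosen only after its result was seen. The lists were fixed before the deposited intensities were examined, but after S1 and S2 Tables had been read. S1 Table holds all 87 probesets past the adjusted threshold, so list members that rose or fell are not independent evidence. Of 19 measured genes of cholesterol synthesis, 6 rose in p53 null MECs after transient exposure to tamoxifen and 0 fell by limma, 9 were higher and 0 lower adjusted over the list alone, 10 were higher and 0 lower at an unadjusted p under 0.05, and the 6 that rose are in S1 Table. Members that rose were Msmo1, a sterol demethylating oxidase gene, from 455 ± 41.4 to 973 ± 55.1 (SD of the 3 pools of each group, log2 fold change 1.10, adjusted p = 0.0136 from limma), Hmgcs1, a synthase at the start of the pathway, from 727 ± 35.3 to 1504 ± 138 (log2 fold change 1.04, adjusted p = 0.0147), Insig1, a sterol sensor (0.62, adjusted p = 0.0343), and Cyp51, a sterol demethylase (0.63, adjusted p = 0.0343). Each of these 4 lost its call in 7 or 8 of 16 alternatives, with an adjusted p of up to 0.204. Camera gave adjusted p = 9.91e-10, and adjusted p = 0.212 with an estimated correlation. The 13 members outside S1 Table had a median of 0.08, within the -0.11 to 0.08 of random lists. The fatty acid synthesis list had a median of 0.02 over 19 genes, with 0 risen and 0 fallen by limma and by the t-test, 4 higher and 1 lower at an unadjusted p under 0.05, 2 higher and 0 lower adjusted over the list alone, and 1 in S1 Table (camera up, adjusted p = 0.192, and 0.0388 without tamoxifen 1).

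Genes of the ciliary axoneme rose in 5 of 36 measured members and fell in 0 by limma, with 1 by the t-test, 19 higher and 0 lower at an unadjusted p under 0.05, 13 higher and 0 lower adjusted over the list alone and 7 in S1 Table (camera adjusted p = 1.81e-13, adjusted p = 0.261 with an estimated correlation). Iqub, a radial spoke component, had a log2 fold change of 1.56, or 0.88 with an offset of 32 (adjusted p = 0.00754 from limma with no offset), Rsph4a, a radial spoke head gene, 1.48 (adjusted p = 0.0343), Iqcg, a gene of sperm flagella, 1.09 (adjusted p = 0.0102), Nme5, another radial spoke gene, 0.92 (adjusted p = 0.0066) and Dnali1, a dynein chain, 0.78 (adjusted p = 0.0451). Each of these 5 lost its call in 4 to 8 alternatives, with an adjusted p of up to 0.214. The count takes 1 probeset per gene, and Dnah6, a dynein heavy chain gene chosen after its values were seen, is not in it. Its probeset of highest intensity had 0.85 (adjusted p = 0.27 from limma). A further probeset had 1.34 and passed (adjusted p = 0.00609), and another had 0.55 and did not (adjusted p = 0.202). Milk and alveolar genes were lower as a list, with a median of -0.42 over 14 genes and 12 negative values (camera adjusted p = 0.00192, adjusted p = 0.397 with an estimated correlation). By limma and by the t-test 0 of them rose or fell, 1 was higher and 6 lower at an unadjusted p under 0.05, 0 passed adjusted over the list alone and 0 are in S1 Table. Csn1s1, a casein gene, was 632, 1421 and 2466 in the tamoxifen pools and had a log2 fold change of -1.46 (SE 0.46, adjusted p = 0.302), or -0.94 without tamoxifen 1, Lalba, alpha-lactalbumin, -1.06 (SE 0.33, adjusted p = 0.299), and Elf5, the transcription factor of alveolar cells, -0.70 (SE 0.20, adjusted p = 0.258), or -0.45 with array weights.

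Targets of p53 had a median log2 fold change of 0.11 over 17 genes in these pools, with 0 risen and 0 fallen by limma and by the t-test, 6 higher and 0 lower at an unadjusted p under 0.05, 4 higher and 0 lower adjusted over the list alone, and 2 in S1 Table (camera adjusted p = 0.00377, adjusted p = 0.212 with an estimated correlation, 0.0912 without tamoxifen 2). The epithelium was p53 null but the hosts were wild-type, and the share of host cells in the pools was not measured. Gdf15, a stress-induced cytokine gene, had 0.51 (adjusted p = 0.103) and Cdkn1a, a cell cycle inhibitor gene, 0.33 (adjusted p = 0.212). Immediate early and dissociation stress genes had a median of 0.05 over 22 genes, with 0 changed by limma and by the t-test, 4 higher and 0 lower at an unadjusted p under 0.05, 0 adjusted over the list alone and 0 in S1 Table (camera up, adjusted p = 0.0222, adjusted p = 0.527 with an estimated correlation, and 0.00324 to 0.262 with 1 array left out). Skeletal muscle markers had a median of 0.09 over 11 genes, with 0 changed by limma and by the t-test, 0 at an unadjusted p under 0.05, 0 adjusted over the list alone and 0 in S1 Table (camera up, adjusted p = 0.12, 0.00498 without tamoxifen 2, 0.0392 with array weights and 0.0326 with quantile normalization).

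Markers of T, NK and B cells were high in the tamoxifen 2 pool alone, with a median log2 deviation from the mean of all pools of 1.13, beside -0.27 and -0.65 in the other tamoxifen pools and -0.22, -0.03 and 0.00 in the controls. Their median log2 fold change was 0.11 over 13 genes and -0.42 without tamoxifen 2, with 0 changed by limma and by the t-test, 0 at an unadjusted p under 0.05, 0 adjusted over the list alone and 0 in S1 Table (camera up, adjusted p = 0.691, 1.88e-05 downward without tamoxifen 2 and 0.00919 upward without tamoxifen 3). Cd2, a T cell adhesion molecule, had 0.29 (adjusted p = 0.788) and Cd3d, a chain of the T cell receptor complex, 0.21 (adjusted p = 0.871), both with the sign turned without that pool.

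The paper reports fewer cells stained for Ki67, cyclin D1, PR and ERα in tissue sections after tamoxifen, a measure of protein in other samples. On the arrays Mki67 was 853, 449 and 402 in the control pools and 281, 353 and 185 in the tamoxifen pools (log2 fold change -1.02, adjusted p = 0.329 from limma). Ccnd1 was 3241 ± 554 and 3389 ± 34.1 (log2 fold change 0.08, adjusted p = 0.866, turning sign without control 3), Pgr 594 ± 145 and 666 ± 93.4 (0.19, adjusted p = 0.782, turning sign without control 1) and Esr1 837 ± 178 and 603 ± 53.2 (-0.45, adjusted p = 0.357, and -0.30 without control 3), each as mean ± SD of 3 control and 3 tamoxifen pools. Ppid, the paper's internal control for qPCR, had a log2 fold change of -0.27 (adjusted p = 0.4).

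Of the 18 genes that S2 Table ties to outcome in patients, 3 rose (Ptpn5, Dbp and Mctp1) and 1 fell (Aqp5) by limma, and all 18 had an unadjusted p under 0.01. Mctp1, a calcium-binding membrane protein gene, had a log2 fold change of 0.69 (adjusted p = 0.046 from limma), and Mctp1 and Aqp5 each lost the call in 8 of 16 alternatives, Ptpn5 in 7 and Dbp in 1. Among the 15 higher genes the fold change ran from 1.42 to 2.93. S2 Table was drawn from genes chosen on these arrays, so its folds are not independent evidence.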
